# Loss of endocytosis-associated RabGEF1 causes aberrant morphogenesis and altered autophagy in photoreceptors leading to retinal degeneration

**DOI:** 10.1371/journal.pgen.1009259

**Published:** 2020-12-23

**Authors:** Passley Hargrove-Grimes, Anupam K. Mondal, Jessica Gumerson, Jacob Nellissery, Angel M. Aponte, Linn Gieser, Haohua Qian, Robert N. Fariss, Juan S. Bonifacino, Tiansen Li, Anand Swaroop

## Abstract

Rab-GTPases and associated effectors mediate cargo transport through the endomembrane system of eukaryotic cells, regulating key processes such as membrane turnover, signal transduction, protein recycling and degradation. Using developmental transcriptome data, we identified *Rabgef1* (encoding the protein RabGEF1 or Rabex-5) as the only gene associated with Rab GTPases that exhibited strong concordance with retinal photoreceptor differentiation. Loss of *Rabgef1* in mice (*Rabgef1*^*-/-*^) resulted in defects specifically of photoreceptor morphology and almost complete loss of both rod and cone function as early as eye opening; however, aberrant outer segment formation could only partly account for visual function deficits. RabGEF1 protein in retinal photoreceptors interacts with Rabaptin-5, and RabGEF1 absence leads to reduction of early endosomes consistent with studies in other mammalian cells and tissues. Electron microscopy analyses reveal abnormal accumulation of macromolecular aggregates in autophagosome-like vacuoles and enhanced immunostaining for LC3A/B and p62 in *Rabgef1*^*-/-*^ photoreceptors, consistent with compromised autophagy. Transcriptome analysis of the developing *Rabgef1*^-/-^ retina reveals altered expression of 2469 genes related to multiple pathways including phototransduction, mitochondria, oxidative stress and endocytosis, suggesting an early trajectory of photoreceptor cell death. Our results implicate an essential role of the RabGEF1-modulated endocytic and autophagic pathways in photoreceptor differentiation and homeostasis. We propose that RabGEF1 and associated components are potential candidates for syndromic traits that include a retinopathy phenotype.

## Author summary

Endocytosis and autophagy are evolutionarily conserved processes that are essential for maintenance of cellular homeostasis. RabGEF1 is a major regulator of the Rab5-GTPase, which participates in key steps during endocytosis and autophagy. We demonstrate that loss of RabGEF1 in mice causes specific developmental defects during photoreceptor outer segment formation, leading to visual dysfunction as early as eye opening followed by retinal degeneration. *Rabgef1*^*-/-*^ retina shows a clear reduction in early endosomes as well as accumulation of autophagic vacuoles in developing photoreceptors. Together with transcriptome analysis, our studies suggest a trajectory of cellular events including altered autophagy that precede photoreceptor cell death in the absence of RabGEF1 and establish a critical role of endocytosis and autophagy in retinal development and proteostasis.

## Introduction

Despite extensive phenotypic and genetic heterogeneity, functional defects and/or death of photoreceptors are the primary cause of vision impairment in retinal and macular degenerative diseases [1–3] (https://sph.uth.edu/retnet/). The retinal photoreceptors, rods and cones, are highly metabolically active sensory neurons that are responsible for dim and daylight vision, respectively. Rod and cone photoreceptors initiate vision by photon capture in morphologically distinct modified primary cilia (called outer segments) containing stacks of membranous discs with embedded opsin visual pigment(s) and transmit visual information to inner retina neurons through ribbon synapses [4,5]. Differentiation of these structurally and functionally unique cells in the developing mammalian retina spans a long period (3–4 weeks in mice and several months in humans) and is dictated by a select subset of transcriptional regulatory proteins [6,7]. Circadian-controlled shedding and subsequent renewal of outer segment discs are critical for functional maintenance of photoreceptors and involve extensive membrane turnover, polarized protein transport and stringent control of all facets of intracellular trafficking [8]. Not surprisingly, genetic defects affecting outer segment biogenesis and ciliary transport processes constitute almost one-third of all inherited retinal diseases [9–12].

Endocytosis is an essential evolutionarily conserved process for internalization of extracellular molecules, signal transduction and turnover of plasma membrane components, which are critical for maintaining cellular functions and homeostasis [13–16]. Distinct steps of the endocytic pathway occur in specific subcellular compartments and involve a number of small GTPases and associated proteins; of these, Rab (**Ra**s-Related Proteins in the **B**rain) proteins and their effectors are implicated in almost all aspects of this intricate process [17]. Like other small monomeric GTPases of the Ras superfamily, Rabs are ubiquitously expressed binary molecular switches, cycling between an inactive GDP-bound state in the cytosol and an active GTP-bound state on vesicle membranes [17,18]. The cycle of Rab activation involves the recruitment of a wide array of effector molecules to control vesicular trafficking within the endocytic pathway including but not limited to vesicle budding, motility, tethering and fusion [19,20]. Dysfunction of Rabs or their effectors results in diverse clinical phenotypes affecting nearly all tissues and organ systems [21,22]. Mutations in two of the Rab family proteins, Rab27 and Rab28, have been associated with retinal dystrophies [23,24]. Notably, Rab28 is required for turnover of endocytosed proteins and for lysosomal delivery of protein cargo in *Trypanosoma brucei* [25]. However, the relationship of Rabs and their effectors to endocytosis has not been explored in the retina.

Studies in *Xenopus* retina provided the first direct evidence of endocytosis in vertebrate rod photoreceptors to presumably recover and recycle molecular components from the inner segment plasma membrane [26]. In later studies, synaptic vesicle endocytosis was also demonstrated in Salamander cone photoreceptors as a likely mechanism to maintain neurotransmitter release at a high physiological rate [27]. Additionally, maintenance of rhabdomeres (outer segment-like structures) in *Drosophila* photoreceptors reportedly requires endocytosis [28]. However, we currently have a poor understanding of the endocytic pathway and its relevance in the mammalian retina, especially, in photoreceptors.

Advances in next generation sequencing technology have permitted transcriptome profiling of different tissues and cell types even at a single cell level. Taking advantage of the published transcriptome datasets (https://neicommons.nei.nih.gov/#/analysis), we identified the endocytic regulator *Rabgef1* as the only Rab-associated gene showing increasing expression during retinal development. Herein we show that the *Rabgef1*^*-/-*^ retina exhibits little visual function at eye opening in mice, with relatively fast photoreceptor degeneration due to compromised biogenesis of outer segment discs and accumulation of autophagosome-like vesicles within the inner segment region. Based on immunostaining and retinal transcriptome analysis, we propose a likely cellular sequence of events including decreased autophagic flux that lead to photoreceptor cell death in the absence of RabGEF1. Our studies provide direct support for the centrality of RabGEF1, and consequently its target Rabs, in endocytic and/or autophagic events during functional maturation and homeostasis of retinal photoreceptors. We suggest that RabGEF1 and related components should be considered as candidates for human retinopathies and/or syndromes that include a photoreceptor degeneration phenotype.

## Results

### *Rabgef1* expression during retinal differentiation

We examined the expression of all Rabs and related effector proteins in transcriptome datasets of developing mouse retina [29,30] from embryonic day 11 (E11) to postnatal day 28 (P28) and identified *Rabgef1* as the only Rab-associated gene that showed increasing expression from P6 onwards (S1 Table). RabGEF1 functions during endocytosis as a GEF of Rab5 through formation of an obligatory and tight physical complex with Rabaptin-5 [31–33] (Fig 1A). When activated by the RabGEF1-Rabaptin5 complex, Rab5-GTP interacts with a variety of effector proteins including tethering factors such as Early Endosomal Antigen 1 (EEA1) and SNARE proteins such as Syntaxin13, leading to heterotypic fusion of clathrin-coated vesicles with early endosomes or homotypic fusion of early endosomes with each other [14,34] (Fig 1A). Activation of Rab5 by RabGEF1 promotes initial stages of the endocytic pathway, propelling cargoes along degradation or recycling routes [20]. Expression of *Rabgef1* transcripts in the developing mouse retina paralleled the trajectory of rod and cone photoreceptor differentiation [35,36] (Fig 1B). *In situ* hybridization experiments revealed *Rabgef1* mRNA in all retinal cell types, with strong expression noted within the outer nuclear layer (ONL) of photoreceptors (Fig 1C). Immunoblot analysis of mouse retinal extracts demonstrated the peak of RabGEF1 protein expression at P14 (at the time of eye opening), when photoreceptor outer segment formation and synaptogenesis are proceeding rapidly (Fig 1D and S1A Fig).

**Fig 1:**
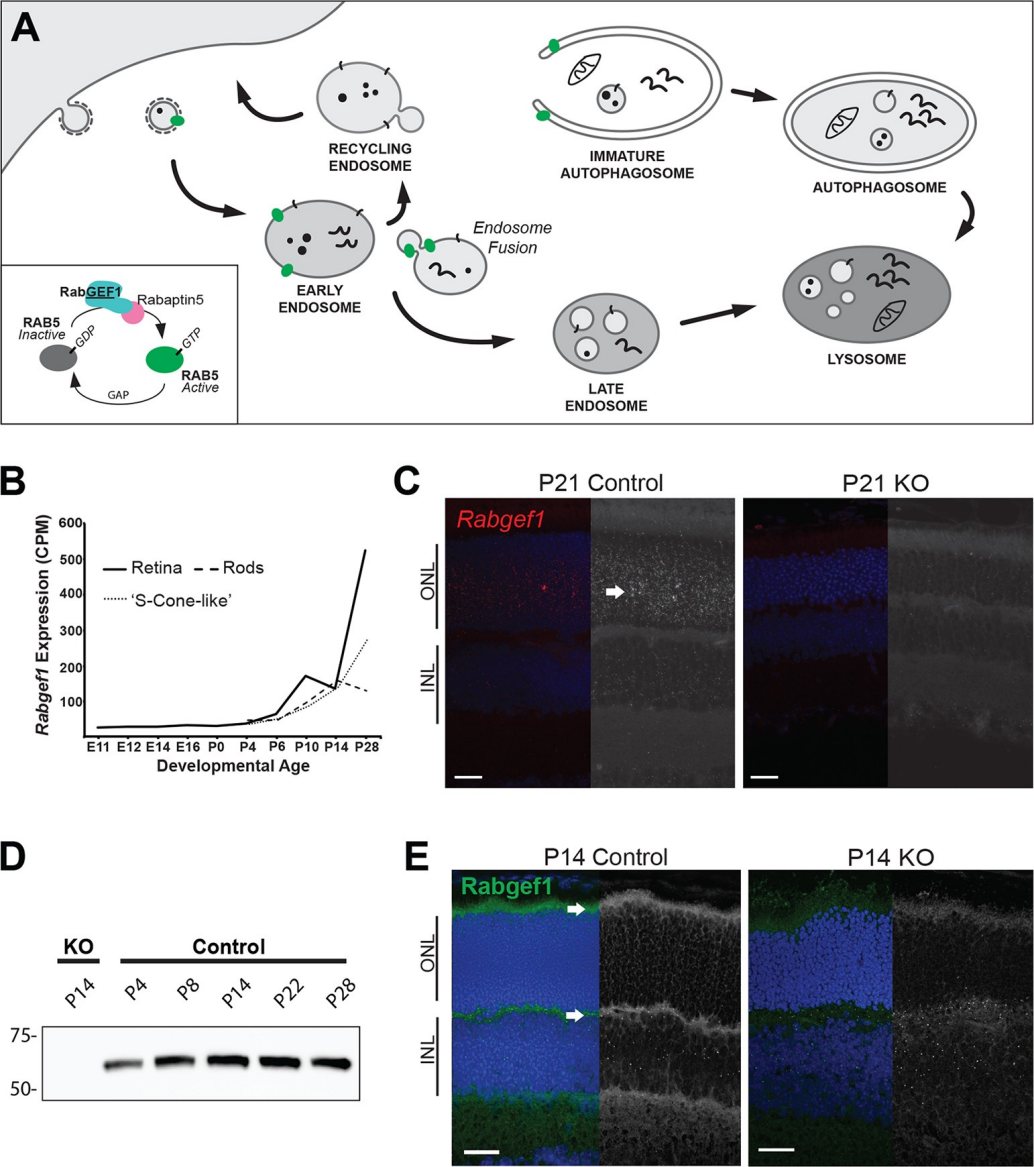
Spatiotemporal expression of *Rabgef1* in the mouse retina. (**A**) A schematic showing conserved functions of Rab5/RabGEF1 in endocytosis and autophagosome closure. **(B)** *Rabgef1* expression in developing whole retina or flow-sorted rod and S-cone-like photoreceptors (identified from RNA-seq data in [30,36]). *Nrl*-GFP mice enabled purification of rod photoreceptors (Rods), whereas *Nrl*-GFP mice crossed with the cone-only *Nrl*^*-/-*^ mice allowed sorting of S-cone-like photoreceptors [63]. **(C)** *In situ* hybridization profile of postnatal (P)21 control and *Rabgef1*^*-/-*^ (KO) retina. Red/white punctate dots represent single *Rabgef1* mRNA molecules. Arrow indicates high *Rabgef1* transcripts in photoreceptor layer. Scale bar = 20 μm. ONL, outer nuclear layer; INL, inner nuclear layer. **(D)** Immunoblot analysis of P4 –P28 control and *Rabgef1*^*-/-*^ P14 retinal lysates probed with anti-RabGEF1 antibody. The total protein loading control is included in S1 Fig. **(E)** Immunohistochemistry of P14 control and *Rabgef1*^*-/-*^ retinal sections using anti-RabGEF1 antibody. Arrows indicate high RabGEF1 expression in photoreceptor inner segments and synaptic terminals. Only non-specific background staining (punctate dots), also observed in control, is detected in *Rabgef1*^*-/-*^ retinal sections. DAPI was used for visualizing nuclei. Scale bar = 20 μm.

To elucidate the function of RabGEF1 in the mammalian retina, we examined *Rabgef1*^*-/-*^ (knockout, KO) mice [37] through postnatal development and later ages. As predicted, RabGEF1 protein was undetectable in the KO retina by immunoblotting (Fig 1D) and immunohistochemistry (Fig 1E). In contrast, RabGEF1 expression was readily detectable by immunoblotting of control retinas (*Rabgef1*^*+/+*^, *Rabgef1*^*+/-*^) (Fig 1D). RabGEF1 protein was also evident in photoreceptor inner segments and synaptic terminals in the outer plexiform layer (OPL) by immunostaining of control retinas (Fig 1E), though non-specific background staining was also observed in both control and KO samples.

### Loss of RabGEF1 results in photoreceptor degeneration

Histology was performed for control and *Rabgef1*^*-/-*^ mouse retina from developing (P10) to mature stages (P45). At early stages, retinal development appeared normal in *Rabgef1*^*-/-*^ mice and was indistinguishable from littermate controls (Fig 2A and S1B Fig). However, the retina of P21 KO mice showed signs of thinning, and specific cell loss was evident within the ONL. Rapid loss of photoreceptors continued with age, and only 1–2 rows of cells remained in the ONL by P45 (Fig 2A and S1 Fig). While rod outer segments were noticeably shorter by P21 as indicated by rhodopsin immunostaining (S2 Fig). Cones, bipolar, amacrine, horizontal and ganglion cells appeared to be largely unaffected in the KO retina at P21 based on immunostaining of cell-type specific markers (S2 Fig). Notably, S-opsin staining was dramatically reduced at P45 (S2 Fig, right panel). As predicted, immunostaining of ribeye (a marker of photoreceptor synaptic ribbons) was progressively reduced in the OPL, and GFAP reactivity (a marker of activated Müller glia) was elevated in *Rabgef1*^*-/-*^ retina due to photoreceptor degeneration (S2 Fig).

We performed electroretinogram (ERG) recordings to test for visual function. *Rabgef1*^*-/-*^ retina showed diminished responses to light stimuli compared to littermate controls at different ages (Fig 2B and S3 Fig). The dark-adapted (scotopic) a-waves reflecting rod photoreceptor function, and the corresponding b-waves originating from inner retina neurons, were dramatically reduced as early as P15 in the mutant retina (Fig 2B), demonstrating functional deficits in rod phototransduction and in synaptic transmission to inner retinal neurons despite apparently normal morphology (see Fig 2A). Compared to littermate controls, *Rabgef1*^*-/-*^ retina also showed significantly reduced light-adapted (photopic) b-waves, indicating a compromised cone-mediated visual response. By P21, rod responses (scotopic) were barely detectable in KO retina, and cone responses (photopic) were greatly reduced (Fig 2C and S3 Fig). Notably, at least half of the rods remain at this age in the KO retina as indicated by ONL thickness (Fig 2A), suggesting a functional defect in rods beyond the underlying cell loss. In a number of retinal degeneration models, cell loss is accelerated by light exposure. To determine whether the decline in visual function in *Rabgef1*^*-/-*^ mice was similarly exacerbated by light, ERGs were recorded from animals reared in the dark from birth. No significant effect of dark rearing was detected on rod or cone photoreceptor function in the KO retina (Fig 2D), and ERG traces were comparable to animals reared under standard cyclic lighting (S3 Fig). Thus, visual function decline in the *Rabgef1*^*-/-*^ retina is independent of light exposure.

**Fig 2:**
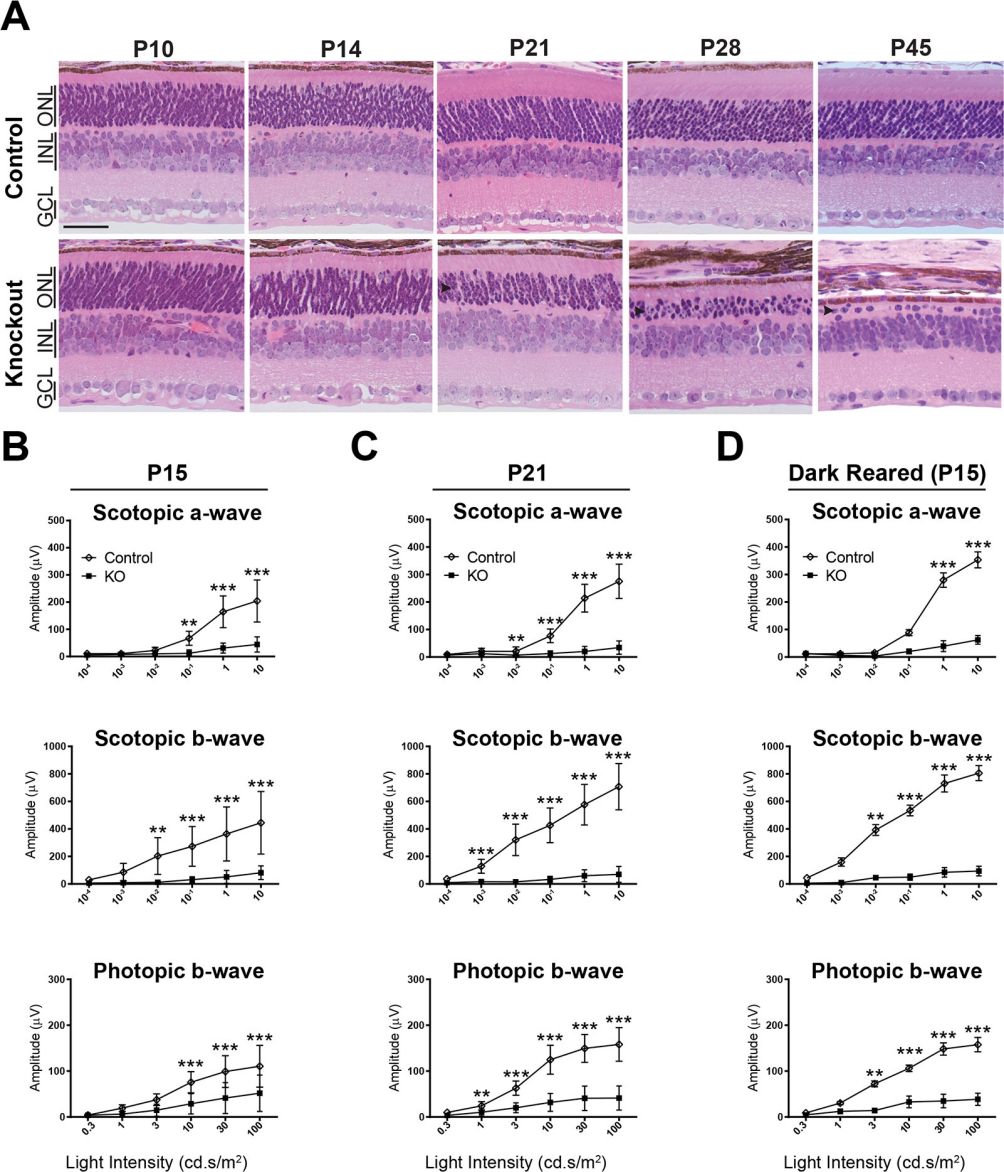
Rapid photoreceptor degeneration and loss of visual function in *Rabgef1*^*-/-*^ mice. **(A)** H&E staining of developing control and *Rabgef1*^*-/-*^ retina, showing near complete ablation of photoreceptors (ONL) by postnatal day 45. Scale bar = 50 μm. ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. **(B, C)** ERG stimulus intensity-amplitude functions in the control and KO mice reared in a 12h light/12h dark cycle and measured at postnatal day 15 and 21 (P15, P21), respectively. **(D)** ERG stimulus intensity-amplitude functions in control and *Rabgef1*^*-/-*^ mice born and raised in the dark. Dark-reared *Rabgef1*^*-/-*^ mice have similar ERG stimulus intensity-amplitude functions as animals reared in cyclic light. Asterisks indicate p-value < 0.05 (*), <0.01 (**) and <0.001 (***) as determined by a t-test using Prizm software. In panels B and C, n = 7–10 per genotype and in D, 2–3 per genotype. Error bars indicate SD.

### Outer segment biogenesis is compromised in the *Rabgef1*^*-/-*^ retina

Immunohistochemical analysis of P14 *Rabgef1*-KO retina showed correct localization, yet reduced staining, of key outer segment proteins including rhodopsin, cyclic nucleotide gated channel α and β subunits (Cnga and Cngb) and cyclic GMP phosphodiesterase β (Pde6b) (Fig 3A), suggesting that photoreceptor dysfunction at this early stage (see Fig 2B) cannot be solely attributed to mis-trafficking of phototransduction proteins. Immunoblotting of retinal proteins corroborated the immunohistochemical data and revealed a decrease in many outer segment proteins in *Rabgef1*-KO samples compared to littermate controls (Fig 3B).

**Fig 3:**
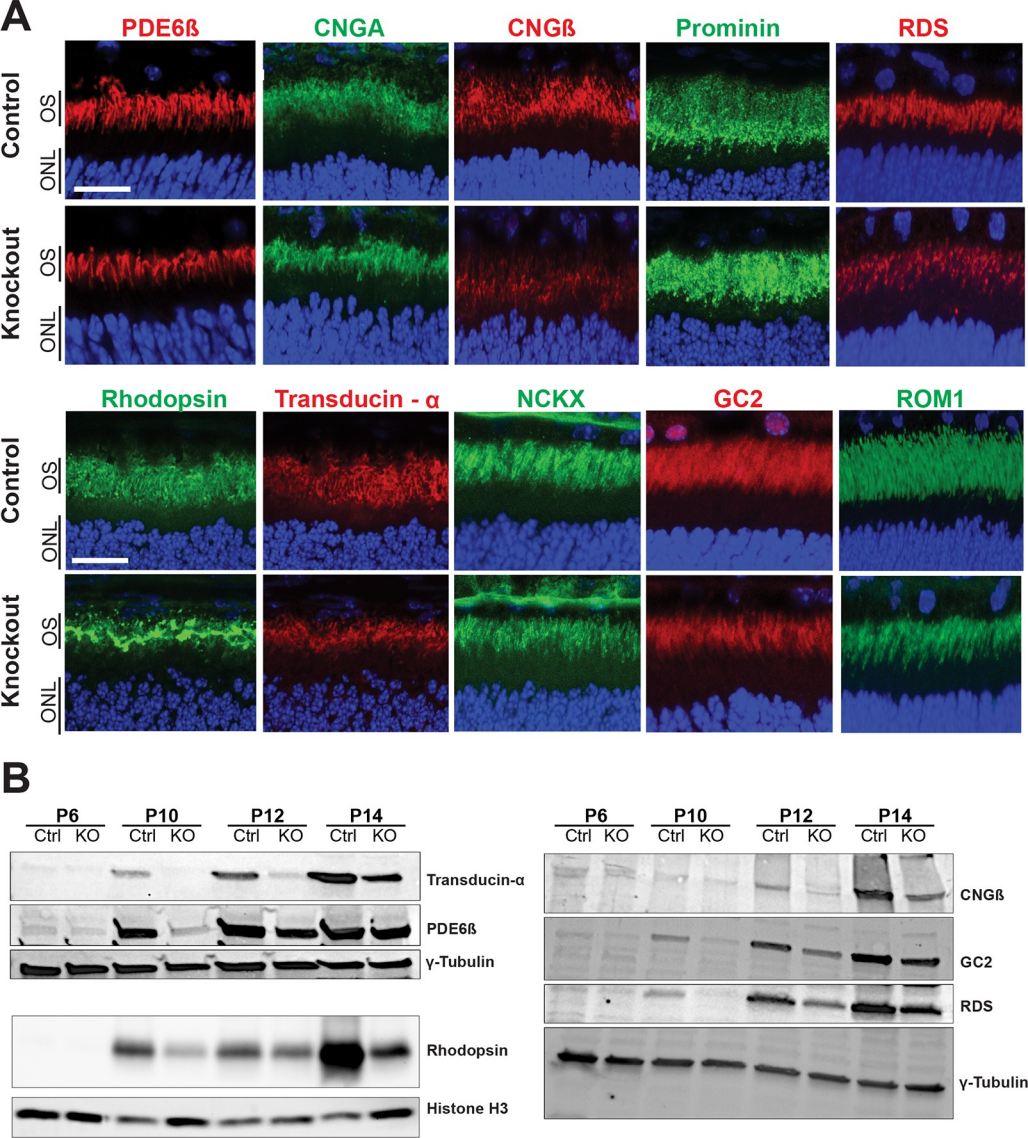
Reduced immunostaining of outer segment proteins in the *Rabgef1*^*-/-*^ retina. **(A)** Immunohistochemistry of P15 retinas using antibodies against proteins of the phototransduction cascade and proteins required for outer segment integrity. Retinal sections were counterstained with DAPI. ONL, outer nuclear layer; OS, outer segments. Scale bar = 20 μm. **(B)** Immunoblots of proteins from retinal lysates through development, from P6—P14. *Rabgef1*^*-/-*^ retinal lysate protein levels appear reduced at all developmental stages compared to littermate controls. γ-tubulin and Histone H3 are used as loading controls. 40 μg of protein loaded per lane.

To determine why the *Rabgef1*-KO retina exhibits a dramatically reduced visual response at early developmental timepoints despite correct localization of phototransduction proteins, we performed ultrastructural analysis by transmission electron microscopy (TEM). Around the time of eye opening (P14), we noted fewer, stunted and disorganized outer segments in the *Rabgef1*^*-/-*^ retina compared to controls (Fig 4A). Furthermore, at higher magnification, large electron-dense and amorphous aggregates contained within vacuoles with the appearance of autophagic organelles (black arrowheads) were consistently detected in the inner segments of many photoreceptors in P14 KO retinas (Fig 4B). Additional TEM analysis of *Rabgef1*^*-/-*^ retinas revealed the presence of these aggregates in a few photoreceptors as early as P10 (S4 Fig), with progressive and rather dramatic increase in both rods and cones by retinal maturity around P22 (Fig 4C and S4 Fig). Overall, these results indicate that the loss of *Rabgef1* specifically leads to early cellular defects in outer segment biogenesis, with concomitant accumulation of amorphous aggregates within the inner segments before photoreceptor degeneration is evident by histology.

**Fig 4:**
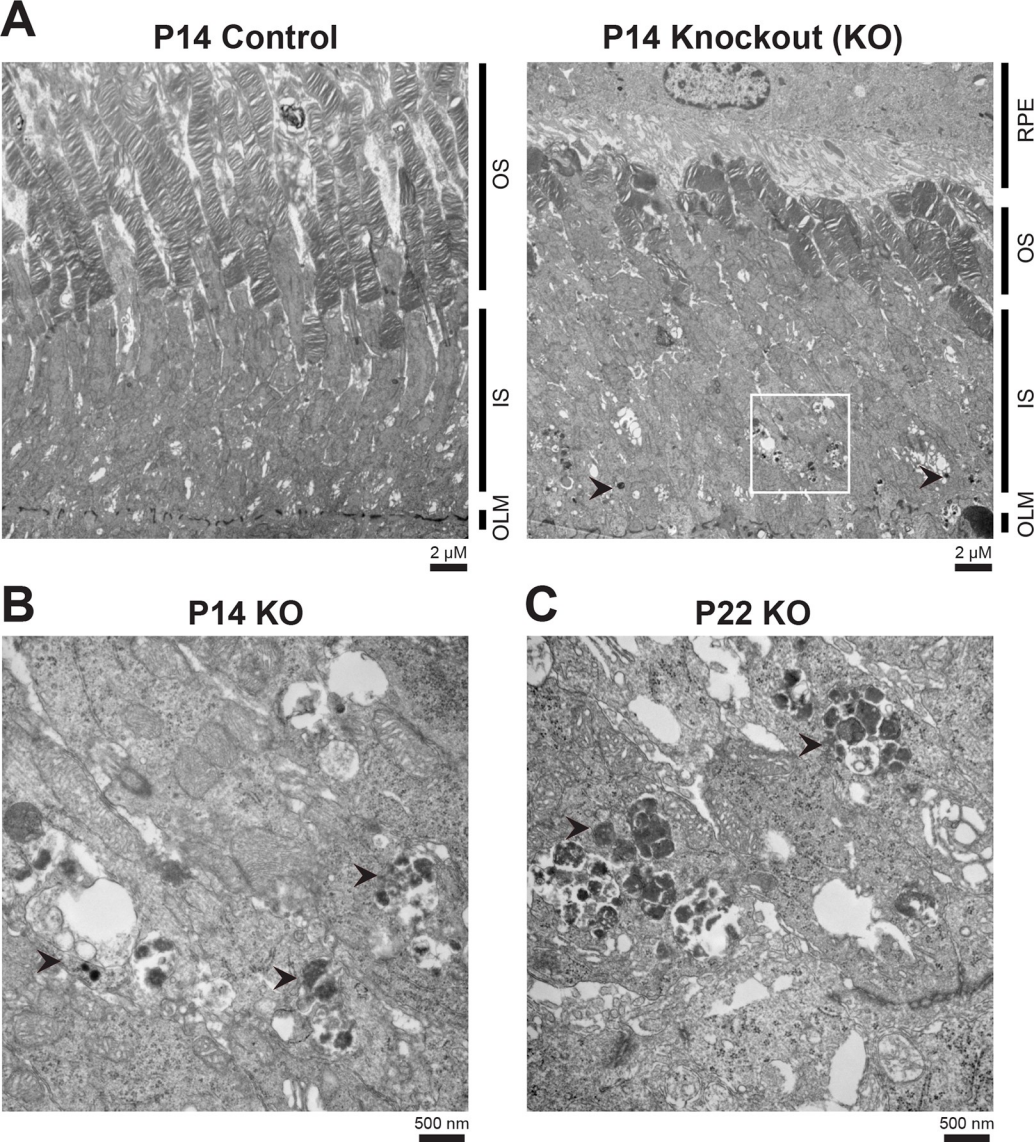
Loss of *Rabgef1* causes accumulation of amorphous, electron-dense structures in the photoreceptors. **(A)** Transmission electron micrographs of control and *Rabgef1*^*-/-*^ retinas at around eye opening (P14). White box highlights accumulation of amorphous, electron-dense structures in *Rabgef1*^*-/-*^ photoreceptor inner segment regions. **(B)** Magnification of white boxed area in panel A and an image at the same magnification but in P22 *Rabgef1*^*-/-*^ retina **(C)**, demonstrating the accumulation of electron-dense deposits in photoreceptor cytoplasm (black arrowheads).

### Loss of RabGEF1 results in reduction of early endosomes

To investigate whether RabGEF1also functions in the endocytic pathway in the mammalian retina, we performed co-immunoprecipitation studies to identify its interacting proteins using P14 mouse retina extracts. As predicted, RabGEF1 was immunoprecipitated from control retinal extracts with anti-RabGEF1 antibody but not with control IgG (Fig 5A). Re-probing of the immunoblot revealed co-immunoprecipitation of Rabaptin-5 with RabGEF1, consistent with their coordinated function in endocytosis. We then performed mass spectrometry analysis of the anti-RabGEF1 and IgG-immunoprecipitated proteins from control and KO retinal lysates. Our analysis confirmed an interaction between RabGEF1 and Rabaptin-5 (also known as Rabep1) in a 2:1 stoichiometry (Fig 5B), similar to previously published data [32,33]. We also observed an interaction of RabGEF1 with the Rabaptin-5 paralog Rabep2. Neither Rabaptin-5 nor Rabep2 were detected by co-immunoprecipitation of control retina extract with rabbit IgG or from *Rabgef1*^*-/-*^ retinal lysate with anti-RabGEF1 antibody (Fig 5B). Together, these data suggest that RabGEF1 exerts a conserved endocytic function in the mammalian retina as shown in other somatic cell types.

**Fig 5:**
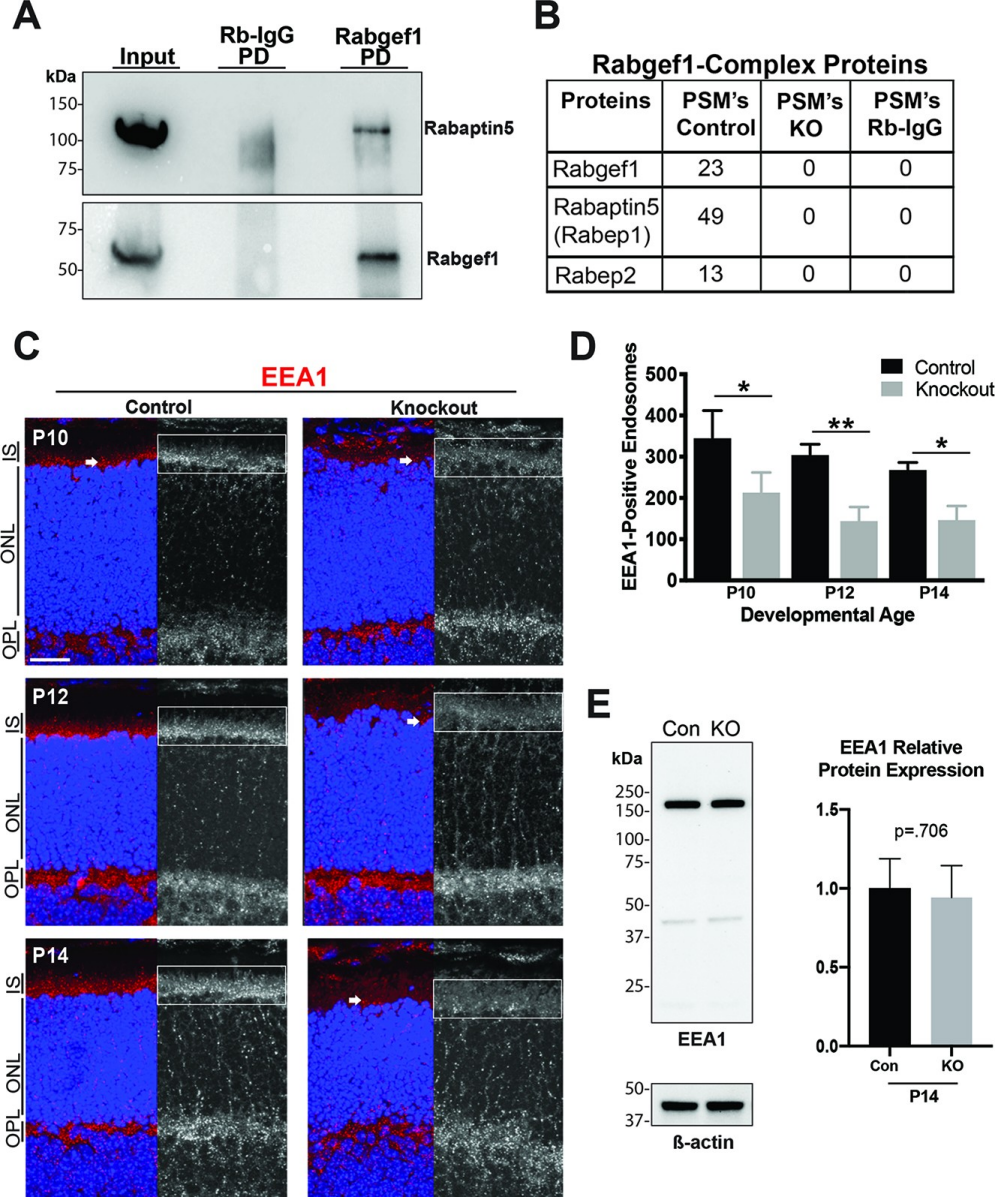
Conserved endocytic function of RabGEF1 in the retina. **(A)** Immunoblot analyses of Rabbit-IgG and anti-RabGEF1 pulldown (PD) protein complexes (from 40 μg retinal lysate) with antibodies against RabGEF1 and Rabaptin5. Input was 3% of the protein from the control P21 mouse retinal lysate. Rabbit-IgG served as a negative control. **(B)** Mass spectrometry analysis of RabGEF1 co-immunoprecipitated proteins from P21 control and *Rabgef1*^*-/-*^ retinas. RabGEF1 binds to Rabaptin-5 in a 1:2 ratio respectively (n = 2). **(C)** Immunohistochemistry with anti-EEA1 antibody on control and *Rabgef1*^*-/-*^ retinal slices. Retinal sections were counterstained with DAPI. IS, inner segment; ONL, outer nuclear layer; OPL, outer plexiform layer. Scale bar = 20 μm. Boxed areas indicate regions of retina that were quantified, also shown at larger scale in S5B Fig. **(D)** Quantitative measurements of EEA1-positive endosomes at P10, 12 and 14 control and *Rabgef1*^*-/-*^ individual z-stack images of the inner segment regions. (**E)** Immunoblot of control and *Rabgef1*^*-/-*^ P14 retinal lysates probed with anti-EEA1. Anti-beta-actin was used as a loading control. There is no significant difference between EEA1 protein amounts in control and *Rabgef1*^*-/-*^ retinal lysates Asterisks indicate p-value < 0.05 (*) and < 0.01 (**) as determined by t-test using Prizm software. In panels D and E, n = 3 biological replicates. Error bars indicate SD.

RabGEF1 is known to be an activator of the Rab5 subfamily. Immunoblot analysis did not show any change in expression of Rab5 in the KO retina (S5A Fig). To evaluate whether Rab5 is functional, we examined control and KO retina by immunostaining for early endosomal antigen 1 (EEA1), a direct effector of activated Rab5-GTP associated with endocytic vesicles during the process of fusion [38]. Interestingly, EEA1+ puncta were present throughout photoreceptor inner segments (white arrows) and in OPL (Fig 5C and S5B Fig) of developing control and *Rabgef1*^*-/-*^ retina (P10, P12, P14). However, much less EEA1 immunoreactivity (representing reduced membrane association or fewer endocytic vesicles) was detected in the photoreceptor inner segments of KO retina compared to controls. Quantification revealed a significant reduction in the number of EEA1+ vesicles in *Rabgef1*^*-/-*^ photoreceptors compared to littermate controls (Fig 5D and S5B Fig). This reduction in EEA1-positive endosomes is likely not due to reduced expression of the EEA1 protein, as immmunoblotting detected similar levels in control and KO retina extracts (Fig 5E). These results suggest a significant loss of EEA1+ early endocytic vesicles, probably causing perturbation of endocytic fusion in the *Rabgef1*^*-/-*^ photoreceptors.

### Autophagy is altered in *Rabgef1*-KO photoreceptors

The endocytic machinery in general [16] and RabGEF1 and Rab5 in particular [39,40] play important roles in modulating autophagy. A reduction in early endosomes and existence of vacuoles with electron-dense aggregates in KO photoreceptors suggested autophagy alterations in the absence of RabGEF1. We therefore performed immunohistochemical staining of P10 to P21 control and KO retinas using an antibody to the autophagy marker, microtubule light-chain 3, isoforms A and B (LC3A/B). We observed the presence of LC3A/B-positive autophagosomes specifically in the photoreceptor layer of the KO retina (white arrows) as early as P12, with progressive increase and wider distribution throughout the cell at later stages (Fig 6A). Lower magnification images of LC3A/B staining revealed that autophagosomes in KO retina were restricted to a subset of photoreceptors (ONL and IS layers) and were undetectable in other retinal cell types (Fig 6B). Immunoblot analysis of retinal lysates also indicated an increase in the lipidated, membrane-bound LC3A/B-II form in the *Rabgef1*^*-/-*^ retina (Fig 6C). LC3A/B+ autophagosome structures were not observed in control retina at any developmental stage examined. Moreover, accumulation of LC3A/B+ autophagosomes and/or electron dense structures were not detected in other mouse models of retinal degeneration including the Rhodopsin T17M, *Rd1*, and *Rds* mutants (S5C and S5D Fig), suggesting a specific autophagic alteration in *Rabgef1*-KO retina unrelated to other mechanisms of photoreceptor cell death.

**Fig 6:**
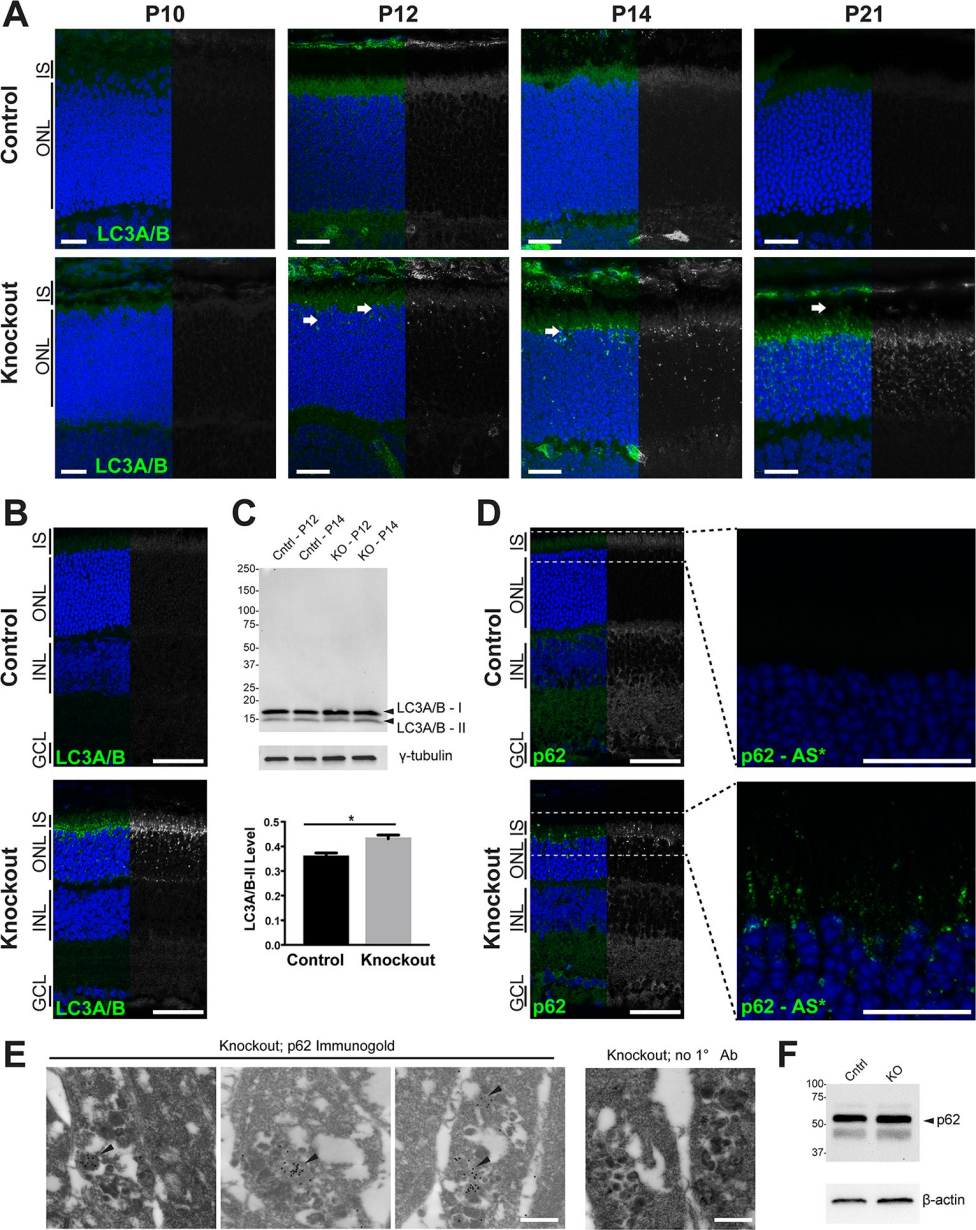
Loss of *Rabgef1* leads to autophagy defects in the retinal photoreceptors. **(A)** Immunohistochemistry of control and *Rabgef1*^-/-^ retinas using anti-LC3A/B antibody. Retinal sections were counterstained with DAPI. Scale bar = 20 μm. ONL, outer nuclear layer; IS, inner segment. **(B)** Low magnification images of anti-LC3A/B staining in P17 retina. Scale bar = 20 μm. INL, inner nuclear layer; GCL, ganglion cell layer. **(C)** Immunoblot of P12 and 14 control and *Rabgef1*^*-/-*^ retinal lysates probed with antibody to LC3A/B (upper panel). Lower arrowhead indicates increase in the LC3A/B-II lipidated form in *Rabgef1*^*-/-*^ retinas. For quantification of LC3A/B-II level, P12 and P14 band intensities were combined and normalized to γ-tubulin (lower panel). **(D)** Left panels show low-magnification images of anti-p62 staining in P17 retina. Scale bar = 50 μm. Right panels show the same sections imaged at high magnification using Airyscan (AS*). Scale bar = 20 μm. **(E)** Transmission electron micrographs of *Rabgef1*^*-/-*^ photoreceptor inner segments at P17 immunolabeled with anti-p62/immunogold or immunogold without primary antibody. Arrowheads indicate anti-p62 immunolabeling in electron-dense deposits. Scale bar = 500 nm. **(F)** Immunoblot of P14 control and *Rabgef1*^*-/-*^ retinal lysates probed with antibody to p62. β-actin was used as a loading control.

Immunostaining for the autophagy cargo adapter marker p62 (also known as SQSTM1) demonstrated a similar pattern with positive labeling restricted to the photoreceptor layer of KO retina (Fig 6D). High-resolution imaging of p62 staining using the Zeiss LSM880 Airyscan microscope (Fig 6D, right panels) showed a localization pattern reminiscent of the electron-dense structures observed in TEM images (see Fig 4). To determine whether these structures were indeed autophagic vacuoles, post-embedding immunoelectron microscopy was performed with anti-p62 antibody. Indeed, we observed p62 immunogold labeling associated with electron-dense amorphous deposits in the inner segments of KO photoreceptors (Fig 6E). p62 immunostaining was not detected in photoreceptors of control retina by either confocal or electron microscopy. Immunoblot analysis of control and KO retinal protein lysates revealed no appreciable difference in p62 (Fig 6F), probably because p62 accumulation was limited to a subset of photoreceptor cells.

We then isolated vesicular fractions from control and *Rabgef1*^*-/-*^ retinas. Mass spectrometry analysis of these fractions identified 1176 proteins in the control and 1085 in the KO, with significant differences between the two fractions (S6A Fig and S2 Table). Quantitative comparison and Gene Set Enrichment Analysis revealed the absence of or a significant decrease in many proteins associated with phototransduction (such as Gnat1/2, Pde6a, Grk1 and Sag), mitochondrial homeostasis (including Atp5l, Atp5h, Dlat, Cisd1), and synaptic transmission (e.g., Syn1, Syn2, SV2a, SV2b, Snap25) in the KO vesicle fraction (S6B and S6C Fig and S2 Table).

### Transcriptome profiling identifies early changes in developing *Rabgef1*^*-/-*^ retina

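Libraries were prepared from total retinal RNA of mice labelled WT or Rabgef1 KO. There were 3 libraries of each genotype at P6, P10 and P14, except for 2 libraries labelled KO at P14, which gives 17 in all. The authors quantified them with the mouse annotation of Ensembl release 84 and deposited an estimated count for each of 32177 genes in each library, without normalization. The paper's text does not name the quantification tool. Of these values 39.8% were not whole numbers, and all were rounded before testing. Total counts per library ranged from 15488401 to 25637274. The medians were 17432510 in WT and 17849855 in KO libraries at P6, 17223274 and 17815318 at P10, and 22785744 and 22903031.5 at P14. The filterByExpr function of edgeR removed genes with low counts and left 16372 genes. Counts were scaled by the TMM method. A quasi-likelihood model in edgeR, with a mean for each age and genotype and 1 estimate of spread shared by all 17 libraries, gave two-sided tests of KO against WT at each age, and p-values were adjusted over the genes tested by the Benjamini-Hochberg (BH) method. In simulated counts with the same group sizes, this test recovered 82% of 200 genes changed 2-fold at P6, 85.5% at P10 and 75% at P14 at an adjusted p-value under 0.05, and 97.5% of those changed 4-fold at each age. The changed genes were drawn from genes with higher counts, and all genes were simulated independently of each other. These shares therefore need not hold for genes with low counts, or where many genes of a library shift together. Between 9.32% and 10.2% of unchanged simulated genes had an unadjusted p-value under 0.1, the threshold that the paper's methods state. A two-sided exact permutation test within 1 age cannot give a p-value below 0.1 with 3 libraries against 3, or with 3 against 2.

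Rabgef1 (ENSMUSG00000025340) lies on the forward strand of chromosome 5 of GRCm38, from 130171798 to 130214342. At P6 its normalized expression was 41.8 ± 1.19 CPM (SD, n = 3) in libraries labelled WT, with single values of 40.4, 42.5 and 42.5 CPM. In those labelled KO it was 44.8 ± 0.610 CPM (SD, n = 3), with values of 44.4, 45.5 and 44.5 CPM, all above the WT values. The log2 fold change was 0.10 (standard error 0.12, adjusted p = 0.919, edgeR with BH adjustment). At P10 the level was 82.3 ± 16.9 CPM (SD, n = 3) in WT libraries, with values of 101.2, 68.7 and 77.1 CPM, and 76.5 ± 7.42 CPM (SD, n = 3) in KO libraries, with values of 68.4, 83.0 and 78.0 CPM. Here the log2 fold change was −0.11 (standard error 0.11, adjusted p = 1, edgeR with BH adjustment), and without P10 WT replicate 1 it was 0.070. P14 WT libraries had 219 ± 7.13 CPM (SD, n = 3), with values of 225, 220 and 211 CPM, against 152 ± 14.1 CPM (SD, n = 2) in KO libraries, with values of 162 and 142 CPM, both below all WT values. The log2 fold change at P14 was −0.53 (standard error 0.13, adjusted p = 1, edgeR with BH adjustment), and it stayed between −0.63 and −0.44 with each P14 library left out in turn. Before adjustment over all genes, the p-value of Rabgef1 was 0.397 at P6, 0.363 at P10 and 0.000755 at P14 (edgeR). Over the 3 ages, an exact two-sided permutation of the labels within each age, with 4000 assignments, gave p = 0.117 for a mean log2 difference of −0.17. Rabgef1 mRNA was therefore not lower in the P6 libraries labelled KO, and at P10 the difference lay within the spread between libraries. Single Rabgef1 transcripts did differ between the labels, in tests chosen after the results were seen. A retained-intron transcript from 130211381 to 130212975 was higher in every library labelled KO than in every WT library at each age (exact permutation p = 0.00025). At P10 its lowest KO value was 4.03 CPM and its highest WT value 3.87 CPM. A protein-coding transcript from 130187161 to 130214337 had a mean log2 difference of −1.18 (exact permutation p = 0.00725). Its KO libraries were below all WT libraries at P14 but overlapped them at P6 and P10. Genotypes are taken from the labels of the libraries throughout. The paper reports that RabGEF1 protein could not be detected in KO retina at P14, by immunoblot or by immunostaining. Levels of mRNA do not measure the protein, so these values do not speak against its loss.

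**Figure D1:**
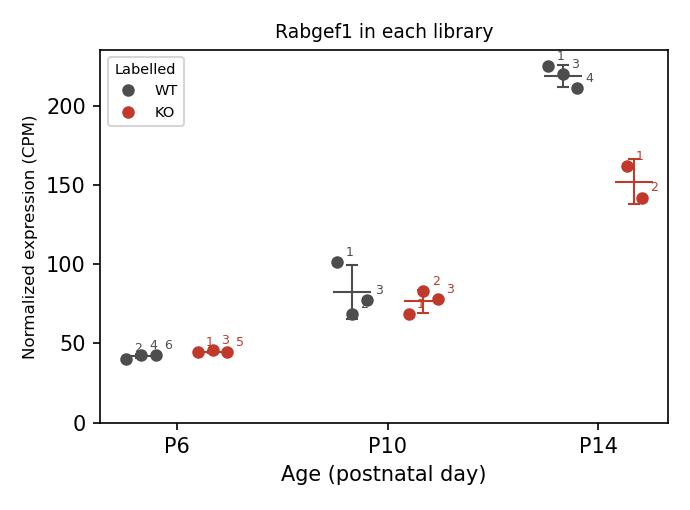
Normalized Rabgef1 expression in CPM (vertical axis, from 0) by age in postnatal days (horizontal axis). Each point is a library numbered by its replicate, in dark grey for those labelled WT and in red for those labelled KO, the dash is the mean of the group and the bar its SD; at P6 the libraries labelled KO lie at 44.4 to 45.5 CPM, above the WT libraries, and at P14 at 142 and 162 CPM, below them.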

To gain insights into early cellular changes resulting from the loss of RabGEF1, we performed comparative analysis of *Rabgef1*-KO versus control retinal transcriptomes at three key developmental ages: P6, P10 (before degeneration is evident), and P14 (when photoreceptors show ultrastructural and visual function defects but without cell loss). Differential expression (DE) analysis identified global expression changes as a prelude to photoreceptor degeneration, with a total of 2469 significant DE genes that could be categorized to specific cellular pathways including phototransduction, mitochondria, oxidative stress and endocytosis (Fig 7A). 

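At an unadjusted p-value under 0.1, 2122 of the 16372 genes tested (13.0%) differed at P6 between libraries labelled KO and WT, with 1050 higher and 1072 lower in KO. At P10 there were 1077 DE genes by this threshold (6.58%), 607 higher and 470 lower, and at P14 there were 736 (4.50%), 373 higher and 363 lower. Chance alone gives 1637.2 genes at each age. In all, 3480 genes passed at 1 age or more, where independent chance at 3 ages gives 4437. With no filter on low counts, the alternative that moved this number most among those that kept the threshold and all libraries, 4577 genes passed. No gene had an adjusted p-value under 0.05 at any age (edgeR with BH adjustment). The unadjusted p-value was under 0.05 for 1157 genes at P6, 484 at P10 and 354 at P14, where chance gives 818.6. Libraries labelled KO and WT did not overlap for 1986 genes at P6 (12.1%, where chance gives 10%), 1543 at P10 (9.42%, chance 10%) and 1898 at P14 (11.6%, chance 20%). Without P14 WT replicate 4, the number of genes at P14 with an unadjusted p-value under 0.1 was 1984, and 2 genes, Nr4a1 and Pgam1-ps2, had an adjusted p-value under 0.05 (edgeR with BH adjustment). Their names, like those of the other genes in the rest of this paragraph, were chosen after their values were seen. The smallest adjusted p-value was 0.0657 at P6, 0.125 at P10, for Guca1b, and 1 at P14 (edgeR with BH adjustment). The smallest P6 value was that of 2 genes. Lmo2 (ENSMUSG00000032698, chromosome 2 of GRCm38, 103957986 to 103981878) had 13.7 ± 2.80 CPM (SD, n = 3) in WT and 29.0 ± 6.64 CPM (SD, n = 3) in KO libraries, a log2 fold change of 1.08 (standard error 0.16). Cpt1a (ENSMUSG00000024900, chromosome 19, 3322334 to 3385733) had 136 ± 6.58 CPM (SD, n = 3) and 228 ± 33.8 CPM (SD, n = 3), a log2 fold change of 0.75 (standard error 0.11). For both genes all 3 libraries labelled KO were above all 3 WT libraries. The adjusted p-value of Lmo2 was 0.00957 without P6 KO replicate 5 and 0.0393 without P6 WT replicate 4, and over all the alternatives it ranged from 1.25e-06 with DESeq2 to 0.364 with each age fitted alone. That of Cpt1a was 0.0145 without P6 KO replicate 5 and ranged from 9.71e-07 with DESeq2 to 0.341 without P6 WT replicate 6 (edgeR with BH adjustment unless DESeq2 is named).

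The authors' deposited table of comparisons lists 12228 genes. In it, an unadjusted p-value under 0.1 is given for 1425 genes at P6, 637 at P10 and 740 at P14, 2464 genes in all, counted from the paper's p-values. Chance gives 1223 of 12228 genes at each age. BH adjustment of the paper's p-values leaves 2 genes under 0.05 at P6, Cpt1a and Lmo2, with a smallest adjusted p-value of 0.0469, 1 at P10, Guca1b, with 0.0402, and 0 at P14, where the smallest is 1.00. Among the 12228 genes, 1512 passed the unadjusted threshold here at P6, of which 1325 are also in the authors' set. At P10 there were 686, with 586 in both sets, and at P14 there were 564, with 527 in both. All genes in both sets changed in the same direction. Across genes, which are not independent replicates, the log2 fold changes here and the authors' had a Pearson correlation of 0.870 at P6, 0.842 at P10 and 0.827 at P14.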

We then performed Gene Ontology (GO), KEGG and Reactome pathway analysis of DE genes (Fig 7B). 

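Pathways named in Fig 7B were examined as lists of genes written by hand, because the gene sets behind that panel are not in the paper's text. Each list was tested with camera in limma, which compares the test statistics of its genes with those of all other genes. The correlation between genes was preset at 0.01, with BH adjustment over 10 lists and 3 ages. The median log2 fold change of a list is given beside this test and was not itself tested. Its sign can differ from the direction in camera, as for OXPHOS at P6, with a median of 0.0020 and a downward direction. At P6, 94 cell cycle genes were lower in libraries labelled KO and 7 were higher, with a median log2 fold change of −0.51 (adjusted p = 1.89e-24, camera with BH adjustment). Limma-voom, the alternative that moved this median most with all libraries kept, gave −0.60. An unadjusted p-value under 0.1 was found for 34 of these genes, all lower, and one under 0.05 for 24. The adjusted p-value was under 0.05 for 0 genes over all genes tested and for 1 when adjusted over the list alone, Mcm4 (ENSMUSG00000022673, edgeR with BH adjustment), named after its value was seen. Its log2 fold change was −0.62 (standard error 0.13), and all 3 libraries labelled KO were below the WT libraries. The mean log2 difference of the list from the WT mean was −1.41 in P6 KO replicate 1, −0.42 in replicate 5 and −0.015 in replicate 3. Of these libraries, 2 of 3 were below all WT libraries. The median was −0.19 without KO replicate 1 and −0.89 without KO replicate 3, and an exact two-sided permutation of the mean differences of the P6 libraries gave p = 0.3. Of 104 chromatin modification genes at P6, 79 were higher and 25 lower, with a median log2 fold change of 0.089 (adjusted p = 0.00018, camera with BH adjustment), and 1 of 3 libraries labelled KO was above all WT libraries. An unadjusted p-value under 0.1 was found for 11 higher and 2 lower genes, under 0.05 for 8, and an adjusted p-value under 0.05 for 0, also when adjusted over the list alone. Without P6 KO replicate 3 the median was 0.045 (adjusted p = 0.0621, camera with BH adjustment), and without WT replicate 2 it was 0.057. Over all the alternatives its adjusted p-value ranged from 1.01e-07 to 0.673 (BH adjustment).

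Cholesterol biosynthesis genes at P10 were higher in libraries labelled KO for 24 of 25 genes, with a median log2 fold change of 0.14 (adjusted p = 1.17e-07, camera with BH adjustment), and 2 of 3 libraries were above all WT libraries. The mean log2 difference was 0.034, 0.18 and 0.20 in KO replicates 1, 2 and 3, and the median rose to 0.22 without KO replicate 1. There were 8 genes with an unadjusted p-value under 0.1, all higher, 5 with one under 0.05 (Insig1, Fdft1, Lss, Fdps and Cyp51, named after their values were seen), and 0 with an adjusted p-value under 0.05, also when adjusted over the list alone. For 89 extracellular matrix genes at P10 the median log2 fold change was 0.23, with 61 higher and 28 lower (adjusted p = 0.000483, camera with BH adjustment). The libraries labelled KO went both ways, with mean differences of 0.66 in replicate 1, −0.011 in replicate 2 and −0.26 in replicate 3. Without KO replicate 1, which also held 24264 counts of lens genes, the median was −0.086 (adjusted p = 0.151), and without WT replicate 1 it was 0.15 (adjusted p = 0.175, both camera with BH adjustment), in a range over all the alternatives from 9.89e-15 to 0.848. Of these genes 16 higher and 5 lower had an unadjusted p-value under 0.1, 8 had one under 0.05, and 0 had an adjusted p-value under 0.05, also when adjusted over the list alone. No call of a pathway list at any age held under camera with an estimated correlation, where the smallest adjusted p-value was 0.414, or under fry, where it was 0.424 (BH adjustment). At P6 and P10, where these directions were drawn, total Rabgef1 mRNA was not lower in the libraries labelled KO beyond their spread. This does not speak against the loss of RabGEF1 protein that the paper reports in KO retina. A retained-intron Rabgef1 transcript did separate the labels at both ages.

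**Figure D2:**
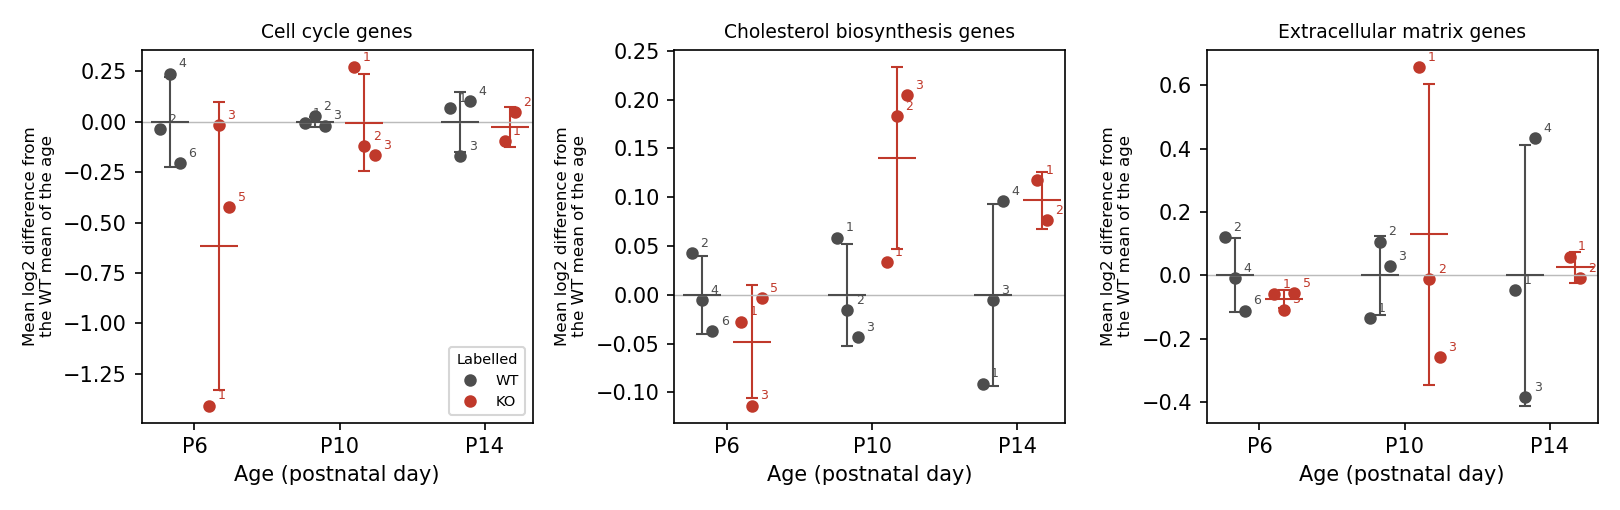
Mean log2 difference from the WT mean of the age (vertical axes) of the genes of 3 lists, cell cycle, cholesterol biosynthesis and extracellular matrix, by age in postnatal days (horizontal axes). Points are libraries numbered by replicate, in dark grey for those labelled WT and in red for those labelled KO, with a dash at the mean and a bar for the SD; for the cell cycle list at P6, KO replicate 1 lies at −1.41 and KO replicate 3 at −0.015.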

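For 32 phototransduction genes, the median log2 fold change between libraries labelled KO and WT was −0.10 at P6, with 21 genes lower and 11 higher (adjusted p = 0.0031, camera with BH adjustment). The mean log2 difference from WT was −0.60 in P6 KO replicate 3 but −0.025 in replicate 1 and −0.0084 in replicate 5, so 1 of 3 libraries was below all WT libraries. Without KO replicate 3 the median was 0.039 (adjusted p = 0.856, camera with BH adjustment), the highest of a range of adjusted p-values over the alternatives that began at 8.18e-07. It was −0.20 without KO replicate 1, −0.042 without WT replicate 2, and −0.16 without WT replicate 6 or without KO replicate 5. At P10 the median was −0.26, with 27 genes lower and 5 higher (adjusted p = 1.52e-12, camera with BH adjustment), and 2 of 3 libraries labelled KO were below all WT libraries. It was −0.15 without WT replicate 1 and −0.17 without KO replicate 1. Rod markers outside this list had a median of −0.13 at P6 and −0.24 at P10. An unadjusted p-value under 0.1 was found at P6 for 2 higher and 8 lower genes, with 5 under 0.05 (Rgs9bp, Gnb3, Rgs9, Arr3 and Pde6h), and at P10 for 12 genes, all lower, with 7 under 0.05. The names of Gnb3 and Pde6h were chosen after their values were seen. None of these genes had an adjusted p-value under 0.05 over all genes tested (edgeR with BH adjustment). When adjusted over the list alone, 0 passed at P6 and 1 at P10, Guca1b. At P14 the median was −0.15, with 27 genes lower and 5 higher (adjusted p = 7.49e-05, camera with BH adjustment), and 1 of 2 libraries labelled KO was below all WT libraries.

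All genes labelled in Fig 7C and Fig 7D changed here in the direction those panels mark. Of 8 phototransduction genes labelled at P6, 7 had an unadjusted p-value under 0.1, and of 13 at P10, 10 did. Gnat1 (ENSMUSG00000034837, chromosome 9 of GRCm38, 107674474 to 107679712) had 59.2 ± 8.52 CPM (SD, n = 3) in WT and 32.8 ± 17.5 CPM (SD, n = 3) in KO libraries at P6, a log2 fold change of −0.85 (standard error 0.41), which was −0.56 without KO replicate 3 and −1.35 without KO replicate 5. For Rgs9bp (ENSMUSG00000056043, chromosome 7, 35578993 to 35585582) the P6 values were 119.3 ± 7.77 CPM (SD, n = 3) and 74.7 ± 19.9 CPM (SD, n = 3), a log2 fold change of −0.68 (standard error 0.19). Guca1b (ENSMUSG00000023979, chromosome 17, 47385393 to 47392967) had 62.1 ± 3.99 CPM (SD, n = 3) in WT and 21.4 ± 7.38 CPM (SD, n = 3) in KO libraries at P10. Its log2 fold change was −1.53 (standard error 0.23), and all 3 KO libraries were below the WT libraries. Without P10 KO replicate 2 it was −1.85 with an adjusted p-value of 0.0163 (edgeR with BH adjustment), and over all the alternatives the adjusted p-value of Guca1b ranged from 2.52e-07 with DESeq2 to 1 without P10 KO replicate 1.

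For 95 OXPHOS genes the median log2 fold change at P6 was 0.0020, with 48 higher and 47 lower (adjusted p = 0.874, camera with BH adjustment). It was 0.048 without P6 KO replicate 3, 0.047 without WT replicate 4, 0.026 without WT replicate 2, −0.031 without WT replicate 6, −0.016 without KO replicate 1, −0.022 without KO replicate 5 and −0.015 with 1 surrogate variable. The 13 genes encoded by the mitochondrial genome, a subset chosen after the data were seen, were all lower at P6, with a median of −0.30 and 8 genes with an unadjusted p-value under 0.1, and the 82 encoded in the nucleus had a median of 0.024. At P10 the median of the whole list was −0.061, with 78 genes lower and 17 higher (adjusted p = 0.000119, camera with BH adjustment), and 1 of 3 libraries labelled KO was below and 1 above all WT libraries. Without P10 KO replicate 2 it was 0.015 (adjusted p = 0.601), without KO replicate 3 it was −0.15, and without WT replicate 2 it was −0.032 (adjusted p = 0.0724, camera with BH adjustment), in a range over the alternatives from 1.49e-13 to 0.837. At P6, 2 higher and 10 lower genes had an unadjusted p-value under 0.1 and 4 had one under 0.05 (mt-Nd4l, mt-Nd4, mt-Nd3 and Atp5g2). At P10, 3 genes had one under 0.05 (Cox17, Ndufb11 and Atp5g2), and 0 had an adjusted p-value under 0.05 at either age, also when adjusted over the list alone. All 11 OXPHOS genes labelled in Fig 7C and 3 of 4 in Fig 7D had an unadjusted p-value under 0.1. Among them, mt-Nd4l (ENSMUSG00000065947, mitochondrial chromosome, 9877 to 10173) had 655 ± 77.2 CPM (SD, n = 3) in WT and 480 ± 11.8 CPM (SD, n = 3) in KO libraries at P6, a log2 fold change of −0.45 (standard error 0.14). Cox17 (ENSMUSG00000046516, chromosome 16, 38346991 to 38352763) had 19.0 ± 2.92 and 14.9 ± 2.84 CPM (SD, n = 3 each) at P10, a log2 fold change of −0.35 (standard error 0.14), which was −0.21 without KO replicate 2 and −0.22 without WT replicate 2. Atp5g2 (ENSMUSG00000062683, chromosome 15, 102662864 to 102672352) was lower in KO libraries at P6, with a log2 fold change of −0.60 (standard error 0.24) and −0.29 without P6 WT replicate 2, and higher at P10, with 0.55 (standard error 0.24) and 0.30 without P10 KO replicate 3. The libraries behind these P6 and P10 directions are those labelled KO. In them Rabgef1 mRNA summed over transcripts was not lower beyond the spread between libraries, although a retained-intron transcript of the gene separated the labels at both ages. The level of mRNA does not measure RabGEF1 protein, which the paper reports as lost in KO retina.

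**Figure D3:**
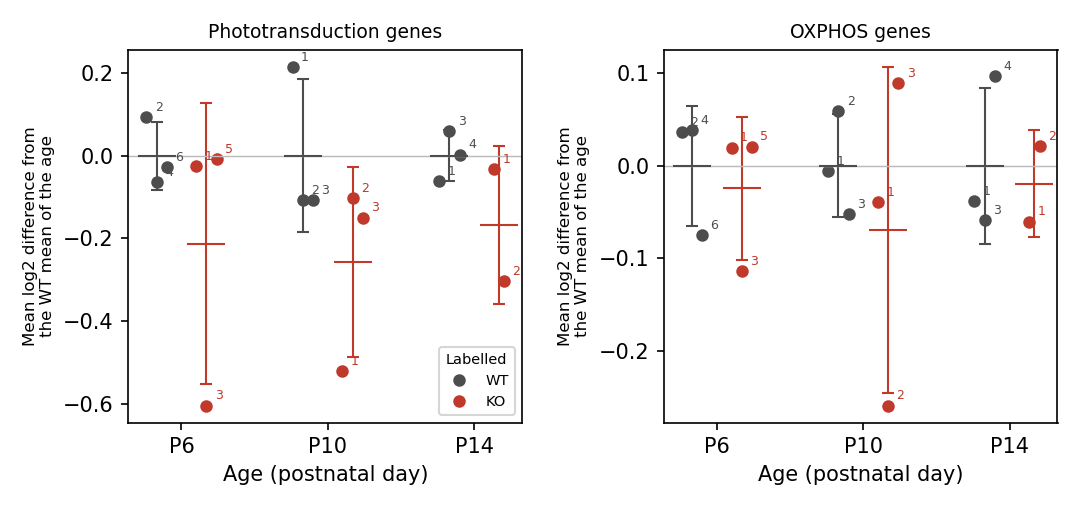
Mean log2 difference from the WT mean of the age (vertical axes) of the phototransduction and OXPHOS lists, by age in postnatal days (horizontal axes). Points are libraries numbered by replicate, in dark grey for those labelled WT and in red for those labelled KO, with a dash at the mean and a bar for the SD; for phototransduction at P6, KO replicate 3 lies at −0.60 and the other two KO libraries at −0.025 and −0.0084.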

Several genes associated with phototransduction and mitochondrial oxidative phosphorylation showed consistently lower expression at early stages (P6 and P10) of photoreceptor differentiation in the KO retina (Fig 7C). We note that the expression of these genes increases during normal development of photoreceptors [36]. 

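Among 76 oxidative stress response genes, an unadjusted p-value under 0.1 was found for 6 higher and 1 lower in libraries labelled KO at P6 (9.21% of the list), for 5 higher and 2 lower at P10 (9.21%), and for 4 higher and 1 lower at P14 (6.58%). Fisher's exact test against the other genes gave two-sided p-values of 0.395, 0.348 and 0.394, so a share larger than that of the other genes was not shown at P6, P10 or P14. An unadjusted p-value under 0.05 was found for 3 genes at P6 (Sesn1, Ncf1 and Apoe), 4 at P10 (Gsta4, Nox4, Gstm1 and Vim) and 2 at P14 (Mafg and Ncf1). Apart from Apoe these were named after their values were seen. The adjusted p-value was under 0.05 for 0 genes at each age, both over all genes tested and when adjusted over the list alone (edgeR with BH adjustment). The median log2 fold change of the list was 0.0080 at P6, with 42 genes higher and 34 lower, and −0.00094 without P6 KO replicate 1. It rose to 0.046 without WT replicate 4, 0.045 without KO replicate 3 and 0.038 without WT replicate 2, and it was 8.9e-05 without WT replicate 6. At P10 it was 0.035, with 47 higher and 29 lower, and it was 0.0020 without KO replicate 1, 0.010 without WT replicate 1 and 0.0091 without KO replicate 3. The P14 median was 0.00059, with 38 genes higher and 38 lower. It changed sign with DESeq2 size factors (−0.0043), with DESeq2 (−0.0044), and without WT replicate 1 (−0.039), WT replicate 3 (−0.021), KO replicate 1 (−0.020) or KO replicate 2 (−0.0050). With all libraries kept, the adjusted p-value of the whole list was 0.508 at P6, 0.324 at P10 and 0.666 at P14 (camera with BH adjustment). Without P14 WT replicate 4 the P14 median was 0.078 with an adjusted p-value of 0.00568, and over the alternatives it ranged up to 0.979 with an estimated correlation (camera with BH adjustment).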

We also observed altered expression of a number of oxidative stress response genes at the three stages examined (S7 Fig). 

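The autophagy list held 72 genes. Its median log2 fold change between libraries labelled KO and WT was 0.027 at P6, with 44 genes higher and 28 lower, 0.0013 at P10, with 36 higher and 36 lower, and 0.012 at P14, with 44 higher and 28 lower (adjusted p = 0.244, 0.874 and 0.347, camera with BH adjustment). The P6 median was 0.042 without KO replicate 5. At P10 the sign changed without WT replicate 1 (−0.016), WT replicate 2 (−0.0082) or WT replicate 3 (−0.0031) and with Y-linked expression as a covariate (−0.0090), and the median was 0.0076 without KO replicate 2, 0.0030 without KO replicate 1 and 0.00050 without KO replicate 3. At P14 it changed without KO replicate 1 (−0.021) or WT replicate 1 (−0.0093), and the median was 0.046 without WT replicate 3, 0.045 without KO replicate 2 and 0.024 without WT replicate 4. An unadjusted p-value under 0.1 was found for 7 higher and 3 lower genes at P6 (13.9% of the list). At P10 it was found for 2 higher and 1 lower, and at P14 for 2 higher and 1 lower. Fisher's exact test against the other genes gave two-sided p-values of 0.728 at P6 and 0.630 at P10. An unadjusted p-value under 0.05 was found for 5 genes at P6 (Atg3, Wdr45b, Vps11, Atg16l2 and Uvrag), 2 at P10 (Atg4d and Wipi1) and 2 at P14 (Vps11 and Vps16). Apart from Vps11 and Vps16 they were named after their values were seen. The adjusted p-value was under 0.05 for 0 genes at each age, over all genes tested and when adjusted over the list alone (edgeR with BH adjustment).

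The genes of Rab5, its effectors and the autophagy markers that the paper measures as proteins (Rabep1, Rabep2, Rab5a, Rab5b, Rab5c, Eea1, Sqstm1, Map1lc3a and Map1lc3b) changed little. The largest change among them at P6 was a log2 fold change of 0.17 for Rab5a (ENSMUSG00000017831, standard error 0.11). It was −0.11 for Map1lc3a at P10 and 0.11 for Map1lc3b at P14. None of the 9 had an unadjusted p-value under 0.1 at any age. With each library left out in turn, the largest change in either direction lay between 0.14 and 0.20 at P6, between 0.10 and 0.18 at P10, where the upper value was reached without WT replicate 1, and between 0.13 and 0.22 at P14, where it was reached without WT replicate 4.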

Interestingly however, autophagy-associated genes were not differentially expressed in the transcriptome analysis (S8 Fig). Nevertheless, higher expression of lysosomal and early endosomal genes in the P14 *Rabgef1*-KO retina (Fig 7E) indicates an adaptive response to decreased protein recycling and degradation. 

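The median log2 fold change of 113 lysosomal genes at P14 was 0.029, with 69 higher and 44 lower in libraries labelled KO (adjusted p = 0.00818, camera with BH adjustment), but neither of the 2 KO libraries was above all WT libraries. The mean log2 difference from WT was 0.11 and 0.040 in the KO libraries, and it was also 0.11 in P14 WT replicate 4. Without WT replicate 1 the median was −0.012 (adjusted p = 0.329), without WT replicate 3 it was 0.038 (adjusted p = 0.0925), and without WT replicate 4 it was 0.093 (camera with BH adjustment), with adjusted p-values from 0.000277 to 0.673 over the alternatives. It was 0.018 without KO replicate 1 and 0.057 without KO replicate 2. Of these genes 8 higher and 1 lower had an unadjusted p-value under 0.1, and 5, all labelled in Fig 7E, had one under 0.05. An adjusted p-value under 0.05 was found for 0, also when adjusted over the list alone. Markers of microglia outside this list had a median log2 fold change of 0.62 at P14, and the 109 lysosomal genes left without 4 microglial markers had one of 0.024.

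The 89 early endosomal genes had a median log2 fold change of −0.0012 at P14, with 44 higher and 45 lower (adjusted p = 0.726, camera with BH adjustment), and the sign changed with limma-voom (0.0039), with each age fitted alone (0.0068), with 1 surrogate variable (0.0041) and with Y-linked expression as a covariate (0.0039). The median was 0.032 without WT replicate 1, 0.017 without KO replicate 1, −0.028 without KO replicate 2, −0.015 without WT replicate 3 and −0.020 without WT replicate 4. Of the 2 KO libraries, 1 was above all WT libraries. An unadjusted p-value under 0.1 was found for 6 higher and 4 lower genes, 11.2% of the list, where Fisher's exact test against the other genes gave a two-sided p-value of 0.0065, which was 0.0327 after BH adjustment over 10 lists and 3 ages. For 8 genes it was under 0.05, and for 0 the adjusted p-value was under 0.05, also when adjusted over the list alone. Rabgef1 is among the lower genes of this list.

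All genes labelled in Fig 7E changed here in the direction marked there, and 8 of 11 lysosomal and 8 of 11 early endosomal genes had an unadjusted p-value under 0.1. Ctss (ENSMUSG00000038642, chromosome 3 of GRCm38, 95526786 to 95556403), which microglia also express, had 16.7 ± 2.96 CPM (SD, n = 3) in WT and 27.7 ± 0.0189 CPM (SD, n = 2) in KO libraries, a log2 fold change of 0.73 (standard error 0.24). For Trim3 (ENSMUSG00000036989, chromosome 7, 105604463 to 105633571) the values were 60.9 ± 12.4 CPM (SD, n = 3) and 84.9 ± 2.82 CPM (SD, n = 2), a log2 fold change of 0.48 (standard error 0.15). The adjusted p-value was 1 for both genes (edgeR with BH adjustment), and both KO libraries were above all WT libraries for each.

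**Figure D4:**
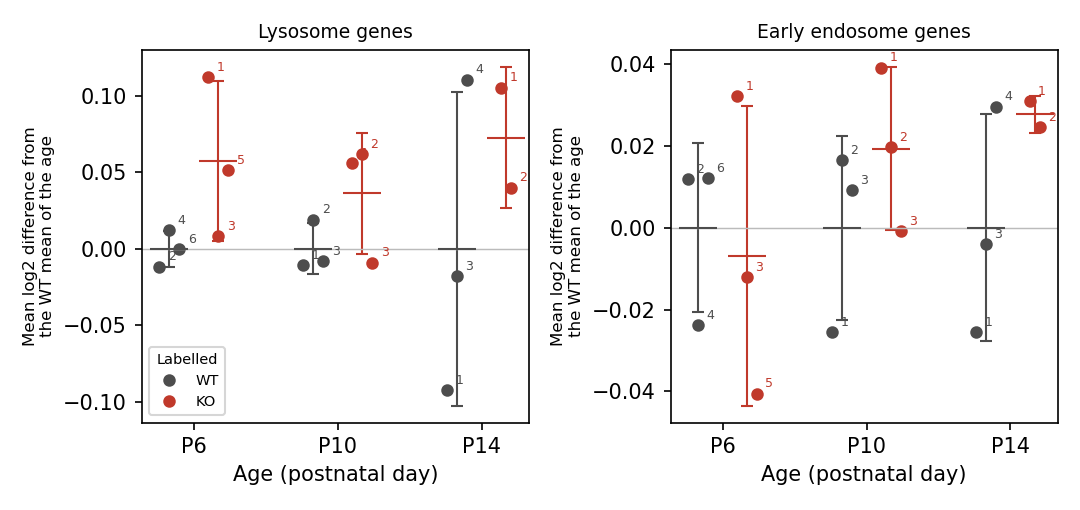
Mean log2 difference from the WT mean of the age (vertical axes) of the lysosome and early endosome lists, by age in postnatal days (horizontal axes). Points are libraries numbered by replicate, in dark grey for those labelled WT and in red for those labelled KO, with a dash at the mean and a bar for the SD; at P14 the KO libraries lie at 0.11 and 0.040 for lysosomal genes, where WT replicate 4 lies at 0.11, and at 0.031 and 0.025 for early endosomal genes.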

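At an unadjusted p-value under 0.1, 1791 genes differed between libraries labelled KO and WT at P6 alone, 788 at P10 alone and 487 at P14 alone. It was under 0.1 at both P6 and P10 for 206 genes, where independent chance gives 139.6 in either direction. Of the 206, 145 changed in the same direction. For P6 and P14 the number was 166 (chance 95.4 in either direction), with 142 in the same direction. For P10 and P14 it was 124 (chance 48.4 in either direction), with 107 in the same direction. These include 41 genes with a p-value under 0.1 at all 3 ages, in either direction, where independent chance gives 6.28, and 31 of these changed in the same direction at each. For the effect averaged over the 3 ages, 0 genes had an adjusted p-value under 0.05, with a smallest value of 0.214 (edgeR with BH adjustment), and 1077 had an unadjusted p-value under 0.05. With 1 library left out, Guca1b passed without P10 KO replicate 2 and Flot2 without P14 WT replicate 4. Differences between ages in the KO effect were tested gene by gene, and 0 genes had an adjusted p-value under 0.05, with a smallest value of 0.335 (edgeR with BH adjustment). The unadjusted p-value of this difference was under 0.05 for 621 genes between P6 and P10, 378 between P6 and P14 and 260 between P10 and P14, where chance gives 818.6. With 1 library left out, Zfp781 passed for the difference between P6 and P10 without P6 KO replicate 3, and Capn11 without P6 KO replicate 5. Apart from Guca1b, these genes were named after their values were seen. Averaged over the ages, the mean log2 difference of the phototransduction list was −0.21, with p = 0.0225 in an exact two-sided permutation of the labels within ages, and 0.225 after BH adjustment over 10 pathway lists, and all 8 libraries labelled KO were below the WT mean of their age. For the lysosome list it was 0.055 (exact permutation p = 0.0643, adjusted p = 0.321 with BH adjustment), with 7 of 8 libraries above the WT mean, and for the OXPHOS list −0.038 (exact permutation p = 0.413).

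The paper draws on the genes and pathways that differ at each age. It highlights several cellular and developmental processes as affected by loss of RabGEF1 before photoreceptor degeneration becomes evident. It reads the lower expression of phototransduction and mitochondrial genes as an early change, and the higher expression of lysosomal and early endosomal genes at P14 as an adaptive response to reduced recycling and degradation of proteins.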

The transcriptomic analysis of *Rabgef1*-KO retina thus highlights multiple cellular and developmental processes that are impacted by the absence of RabGEF1 before photoreceptor degeneration is evident after eye opening (P14).

**Fig 7:**
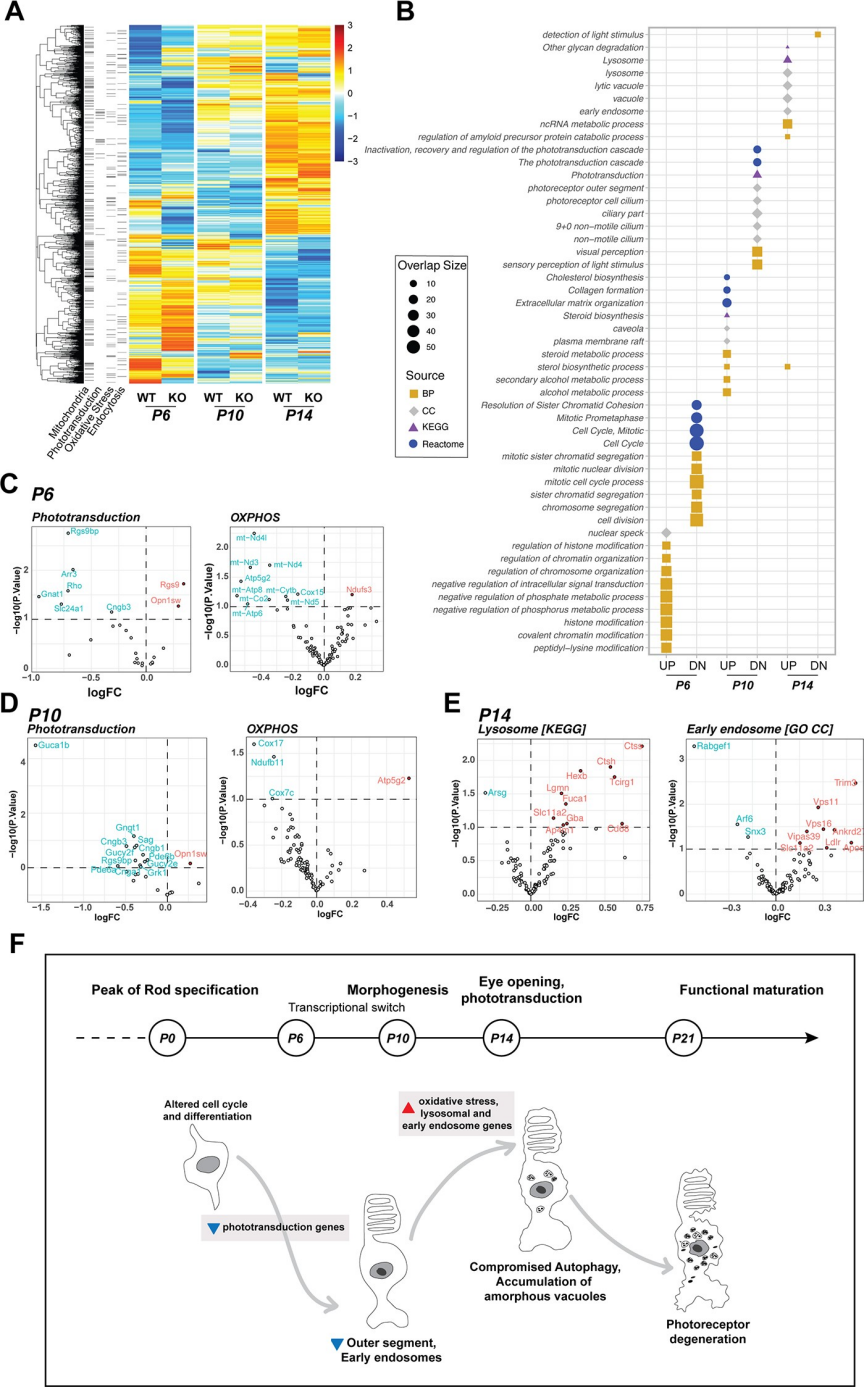
Transcriptomic changes in the *Rabgef1*^*-/-*^ retina. **(A)** Heatmap of differentially expressed genes in pairwise comparisons of age-matched control (WT) and *Rabgef1*^*-/-*^*(KO)* retina. The annotation block indicates whether differentially expressed genes are part of Mitochondria (Mitocarta), Phototransduction, Oxidative stress response pathway, and/or Endocytosis pathways. **(B)** Functional enrichment plot of differentially expressed genes for each time point. Colored shapes represent the source of pathways or gene groups: Gene Ontology Biological Processes (BP; gold square), Gene Ontology Cellular Component (CC; grey diamond), KEGG (purple triangle), or Reactome (blue circle). Only top 10 most significant (by p-value) pathways are plotted. **(C)** Early changes in *Rabgef1*^*-/-*^ retina at P6. Volcano plots show differential expression of phototransduction and OXPHOS genes at P6, soon after rod photoreceptor birth. Red and blue labels in volcano plots denote gene over- and under- expression with significance, respectively. **(D)** Volcano plots showing continued downregulation of phototransduction and OXPHOS genes in *Rabgef1*^*-/-*^ retina at P10. **(E)** Volcano plots showing significant upregulation of lysosomal and early endosome related genes in *Rabgef1*^*-/-*^ retina at P14. **(F)** A possible model of photoreceptor cell death in mouse retina lacking RabGEF1, illustrating the centrality of its function in endocytosis and autophagy during normal development and homeostasis.

## Discussion

Internalization of macromolecules and recycling or turnover of membrane components by endocytosis are critical for diverse cellular functions that maintain homeostasis. Rab5 and its regulators RabGEF1 and Rabaptin-5 are required for the biogenesis of early endosomes [41], which then deliver cargo macromolecules to recycling or degradation pathways [20]. In addition to promoting Rab5 activity as a GEF, RabGEF1 also binds ubiquitin [42] and its recruitment to the early endosome is controlled by ubiquitination [43]. Notably, the function of RabGEF1 has been investigated primarily in cell culture systems [32,42,44]. Only a few studies have been performed *in vivo*; specifically, the absence of RabGEF1 in mast cells and epidermal keratinocytes was demonstrated to contribute to skin inflammation in *Rabgef1*-KO mice [37,45]. Here, we implicate, for the first time, a critical function of RabGEF1 during photoreceptor maturation in the developing mammalian retina. The loss of RabGEF1 leads to severe defects in outer segment maintenance and phototransduction likely due to a decrease in protein recycling and membrane turnover caused by reduction in early endosomes marked by the Rab5-GTP effector protein EEA1. Concurrent to and/or followed by these events in developing photoreceptors, we demonstrate microscopically evident accumulation of macromolecular aggregates at P14 (eye opening) likely resulting from altered autophagy, which we propose leads to relatively fast photoreceptor cell death.

Developmentally regulated expression, concordant with photoreceptor morphogenesis [6] and significant loss of visual function in *Rabgef1*^*-/-*^ mice as early as eye opening (P14/P15), implied a major contribution of RabGEF1 to functional maturation and survival of retinal photoreceptors. We were intrigued by the photoreceptor-specific impact of RabGEF1 loss despite the ubiquitous nature of its function in endocytosis. Photoreceptor cell death was minimal at P14 and was only becoming evident by P21. Ectopic accumulation of outer segment proteins was not detected in *Rabgef1*^*-/-*^ photoreceptors; instead, slower biogenesis of outer segments appeared to result from reduced amount of OS bound proteins that reach their destination. Structural defects and reduced expression of phototransduction proteins can account only in part for disproportionately severe deficits in rod and cone function (both a- and b-wave) at P15 and P21. Dark rearing that slows photoreceptor degeneration in several retinal disease models (e.g., those with dominant rhodopsin mutations or with loss of the visual arrestin) did not have any impact on visual responses of *Rabgef1*^*-/-*^ mice. Another possible contributor to visual function defects could be a decrease in endocytosis leading to perturbation of synaptic transmission from photoreceptors to bipolar neurons. Rab5 is essential for synaptic vesicle endocytosis and recycling [46]. A quantifiable and significant reduction in EEA1-positive puncta (without a change in EEA1 protein itself) representing early endosomes in *Rabgef1*^*-/-*^photoreceptor inner segments is consistent with decreased endocytosis upon knockdown of Rab5 isoforms [41]. The almost 3-fold decrease in several synaptic proteins in the vesicle fraction of KO retina (see S2 Table) is likely reflective of reduced endocytosis as well.

Reduced endocytosis, however, cannot satisfactorily explain the relatively fast death of photoreceptors in the absence of RabGEF1. We were intrigued by the accumulation of large amorphous electron-dense material within autophagosome-like structures observed upon ultrastructural analysis of *Rabgef1*^*-/-*^ photoreceptors as early as eye opening in P14 retina. We wondered whether RabGEF1 loss leads to dysregulation of autophagy in photoreceptors. Both endocytosis and autophagy involve fusion of membrane vesicles to lysosomes for degradation and utilize many similar components associated with cell signaling and trafficking [47,48]; this convergence has implicated a regulatory crosstalk between these two evolutionarily conserved transport pathways that control cellular homeostasis. Rab5 directly regulates autophagosome formation in the canonical autophagy pathway [39,49]. However, its association with the autophagy marker LC3 is also implicated in endocytic removal of β-amyloid in a mouse Alzheimer’s disease model [50]. Notably, siRNA-mediated silencing of *Rabgef1* is shown to result in enhanced autophagy in *C*. *elegans* [51] and the involvement of the ubiquitin-binding domain is suggested to be responsible for RabGEF1’s ability to switch back and forth between endocytic and autophagic functions [52]. Our results demonstrating enhanced LC3 immunoreactivity in *Rabgef1*^*-/-*^ photoreceptors strongly implicate a direct role of Rab5 and RabGEF1 in maintaining normal autophagic homeostasis [53].

At present, we cannot conclude whether the autophagy phenotype of the *Rabgef1*^*-/-*^ photoreceptors reflects increased autophagy initiation or decreased autophagy flux. A distinction between these two possibilities would require pharmacologic manipulations (*e*.*g*., bafilomycin A1 treatment) that are only feasible in cell culture systems. Increased autophagy initiation could be a response to the accumulation of internalized proteins that cannot recycle back to the plasma membrane or traffic to lysosomes via late endosomes. This interpretation would be in line with the enhanced autophagy observed upon silencing of *Rabgef1* in *C*. *elegans* [51]. On the other hand, decreased autophagic flux could result from the involvement of Rab5 and RabGEF1 in autophagosome biogenesis [39,49]. The increased immunostaining of p62-positive aggregates in *Rabgef1*^*-/-*^ photoreceptors observed in our studies would be most consistent with this latter possibility, since p62 itself is degraded by autophagy. We note that aggregates of p62 and LC3 visualized by immunofluorescence staining in the *Rabgef1*^*-/-*^ retina were detected only in a subset of photoreceptors and that the immunoblot analysis of p62 and LC3 protein levels was performed with total retinal extracts. p62 and LC3 aggregates in *Rabgef1*^*-/-*^ photoreceptors reflect undigested autophagosomes, and the total amount of the two proteins might not be dramatically altered in the whole retina. Further autophagic flux experiments will be required to elucidate the underlying defects in the process. In any event, we hypothesize that reduced endocytic trafficking and accumulation of membrane components in autophagic vesicles disrupts normal physiological functions leading to death of photoreceptor cells (Fig 7F). Consistent with this hypothesis, temporal transcriptomic profiling of KO retina reveals early changes in the gene expression associated with phototransduction and ciliary proteins resulting in aberrant photoreceptor maturation. We also uncovered dysregulation of genes associated with mitochondria, which could contribute to enhanced oxidative stress in photoreceptors prior to cell death. Augmented expression of endosomal and lysosomal genes is likely indicative of a photoreceptors’ compensatory response in an attempt to eliminate accumulated protein aggregates. We note that disruption of the autophagy-lysosomal pathway followed by abnormal mitochondrial turnover in rod photoreceptors has been suggested to cause early retinal degeneration in mice carrying a mutation in the *Cln6* gene (*Cln6*^*nclf*^) [54].

In conclusion, our studies uncover a direct and critical role of RabGEF1 in the endocytic and autophagic pathways during functional maturation of mammalian photoreceptors and demonstrate that the loss of RabGEF1 leads to photoreceptor developmental defects and relatively fast retinal degeneration likely because of compromised recycling and proteostasis. We suggest that *Rabgef1* and other endocytosis/autophagy-associated effector genes should be considered as candidates for syndromic diseases that include photoreceptor dysfunction or degeneration.

## Materials and methods

### Ethics statement

All procedures involving the use of mice were approved by the Animal Care and Use Committee of the National Eye Institute (ASP #650) and performed in accordance with the Statement for the Use of Animals in Ophthalmic and Vision Research of the Association for Research in Vision and Ophthalmology.

### Animals

BALB/cJ mice were purchased from Charles River Laboratories (Germantown, MD, USA). *Rabgef1*^*-/-*^ mice have been described previously [37]. *Rabgef1*^*+/-*^ males (from Dr. S. Galli, Stanford University) were crossed to wildtype BALB/cJ females to refresh the colony. We used intercrosses of heterozygous mice (KO mice were not viable on BL/6 background) after genotyping using the following: shared primer (6505) 5’- TTA GAG GAG GTT GTG AGC TGCCAT-3’; wildtype primer (6506) 5’- TGC AGC TTA CTC AGG CAT GGA AGA-3’; and mutant primer (6534) 5’-GAC GTG CTA CTT CCA TTT GTC ACG -3’. The PCR was performed as follows: Step 1. 94°C for 60 sec. Step 2. 94°C for 15 sec. Step 3. 66°C for 60 sec. Step 4. 72°C 90 sec. Repeat steps 2, 3, and 4 for 35–40 cycles, depending on concentration of starting DNA. Step 5. 72°C 10 min. Step 6. 4°C. It should be noted that the *Rabgef1* PCR reaction required 0.5M Betaine (Sigma) and 3% DMSO by volume, in order to stabilize the DNA within the reaction. The mutant band is 1 kb in size, while the wildtype is 840 bp. Original founders were negative for *Rd1* and *Rd10* mutant alleles that are sometimes present within inbred mouse strains. Male and female mice were used equally in all experimental procedures and maintained on a normal 12 h light/dark cycle (unless otherwise noted) with unlimited access to food and water. Both heterozygous and wildtype littermates were used as controls.

### Electroretinogram (ERG) recordings

The mice were dark-adapted overnight and prepared for recording under dim-red illumination. The pupils were dilated by topical administration of tropicamide (1% wt/vol, Alcon) and phenylephrine (2.5% wt/vol, Alcon). Proparacaine hydrochloride (0.5% wt/vol, Alcon) was applied for topical eye anesthesia. Mice were anesthetized with ketamine (100 mg/kg) and xylazine (10 mg/kg) by I.P. injection of 0.1 mL/10 g body weight of anesthetic solution (1 mL of 100 mg/mL ketamine and 0.1 mL of 100 mg/mL xylazine in 8.9 mL 1X PBS). Body temperature was maintained at 37°C on a heating platform. Gonioscopic Prism solution (2.5% wt/vol, Hypomellose Ophthalmic Demulcent solution, Alcon) was applied to each eye, and gold wire loop electrodes were placed on corneas, with the reference electrode placed in the mouth. Flash ERG recordings were taken simultaneously from both eyes using an Espion E2 Visual Electrophysiological System (Diagnosys). Rod and mixed rod-cone ERG responses were recorded at increasing light intensities over the range of 0.0001–10 cd‧s/m^2^ under dark adapted conditions. The stimulus interval between flashes varied from 5 s at the lowest stimulus strengths to 60 s at the highest ones. Two to ten responses were averaged depending on flash intensity. The mouse was then light adapted for photopic responses for 2 minutes in the Ganzfeld dome. Recordings were carried out at light intensities over 0.3–100 cd‧s/m^2^ under a background light that saturates rod function. Twenty to 30 responses were averaged. ERG signals were sampled at 1000 Hz and recorded with a 0.3 Hz low-frequency and 300-Hz high frequency cutoffs. The a-wave amplitude was measured from the baseline to the negative peak, and the b-wave was measured from the a-wave trough to the maximum positive peak. To compare ERG data between control and *Rabgef1*^-/-^ animals at each intensity, we first averaged the ERG amplitude data for the two eyes of each mouse and then averaged the data for all mice within a single group (e.g., genotype). Statistical values were calculated using Prism Software with one two-tailed unpaired t-test performed per row. P values were computed with more power, assuming that all rows are sampled from populations with the same scatter (SD). Multiple comparisons were corrected for using the Holm-Sidak method to calculate statistical significance. * (0.033), ** (0.002), *** (<0.001).

### Histology and transmission electron microscopy (TEM)

For standard histology, mice were euthanized, the anterior segment was removed before fixing eyecups in 4% glutaraldehyde in 1X PBS for 30 min. Eyecups were then transferred to 4% PFA in 1X PBS until being embedded in glycol methylacrylate. Sections were cut 5-micron thick, stained with hematoxylin and eosin, and imaged using a Zeiss Axio Imager Z1 brightfield microscope. For TEM, eyes were fixed in PBS-buffered glutaraldehyde (2.5% at pH 7.4) and PBS-buffered osmium tetroxide (0.5%) and embedded in epoxy resin. Thin 90 nm sections were collected on 200-mesh copper grids, dried for 24 h, and double stained with uranyl acetate and lead citrate. Sections were viewed and photographed using a JEOL JM-1010 electron microscope.

For TEM immunolabeling, eyes were enucleated, incised at the limbus and fixed by immersion in cold 2% paraformaldehyde in 1X PBS for 1 hour. Anterior segment and lens were dissected. Eye cups were dehydrated in a graded ethanol series (30% - 85% ethanol) on ice. Eye cups were transferred to LR White Resin (medium grade) (Electron Microscopy Sciences, Hatfield PA) for 1 hr then transferred to fresh LR White resin and infiltrated for 18 hours at 4 C. Eye cups were transferred to embedding molds containing fresh LR White and air was evacuated from molds to facilitate polymerization. The resin was polymerized for 24 hours at 60 C. A Leica UC6 ultramicrotome and diamond knife were used to cut thin sections which were collected on nickel grids. Sections were blocked in 5% normal goat serum diluted in EM ICC buffer (20mM Tris, 135 mM NaCl, 0.1% BSA, 0.05% Tween-20 pH 7.3) and immunolabeled with rabbit anti-P62 antibody (Abcam Cat #109012) at 8.6ug/ml diluted in EM ICC buffer for 2 hr at room temperature. Primary antibody was omitted from negative control samples. Grids were washed repeatedly and incubated in goat anti-rabbit 20nm gold (Abcam Cat # 27237) diluted 1:20 in EM ICC buffer for 1 hr, washed repeated and fixed for 5 min in 2% glutaraldehyde, washed in distilled water and allowed to dry. Grids were stained with 1% uranyl acetate for 18 minutes and Reynold’s lead citrate for 5 minutes. Grids were imaged on either a JEOL 1010 or JEOL 1200 EX II.

### Immunoblot and immunoprecipitation

Immunoblotting was performed as described [55] using antibodies listed in S3 Table. Images are representative of at least three biological replicates. Densitometric analysis was performed using either ImageJ or Image Lab (BioRad) by normalizing proteins to β-actin, γ-tubulin, or total protein. Statistical significance was determined using an unpaired t-test within the Prism Program.

The Dynabeads (Thermo Scientific, Waltham, MA) protocol was used for immunoprecipitation studies. Briefly, 5μg Rabex5/RabGEF1 antibody (Sigma-Aldrich, St. Louis, MO) was covalently conjugated to 1 mg of Dynabeads and incubated overnight with retina extracts at 4°C. After removing the supernatant, beads were washed with cold immunoprecipitation buffer (150 mM NaCl, 2 mM EDTA, 40 mM Tris-HCL pH 7.4, 1% NP-40, 10% Glycerol with 1X Complete Protease Inhibitors (Roche, Basel, Switzerland) three times for 10 min each time. Beads were then washed with Dynabeads reagent, LWB, 3X for 10 mins minimum each time. Bound proteins were eluted in 20–40 μl of EB (elution buffer) from the Dynabeads kit and subjected to SDS-PAGE and immunoblotting.

### Immunofluorescence analysis

Whole eyes were either frozen immediately in optimal cutting temperature (OCT) solution (Tissue Tek, Sakura, USA) (for fresh-frozen sections) or fixed in 4% paraformaldehyde (PFA) for 30–60 min, followed by overnight cryoprotection in 30% sucrose in 1X PBS, and then embedded in OCT. The anterior segment was dissected from fixed eyes prior to embedding. Fresh frozen cryosections were post-fixed for 2–5 min with 4% PFA, and all cryosections were permeabilized and blocked with 5% Donkey Serum in 1X PBS with 0.3% Triton X-100 for at least 30 min at room temperature before incubation with primary antibodies overnight at 4°C. Primary antibody concentrations and reaction conditions can be found in S3 Table. After antibody incubations, slides were washed for 30–60 min at room temperature with 1X PBS, mounted using Southern Biotech Fluoromount media (Birmingham, AL, USA), and viewed on a confocal laser scanning microscope unless otherwise indicated (Zeiss, Model 700 or 880 with Airyscan, Jena, Germany).

### EEA1 (early endosomal antigen 1) quantitation in photoreceptors

Confocal images of EEA1-stained retina sections were collected in 4 slice Z-stacks with an interval of 0.5 μm, thus sampling from 2μM thickness of tissue. Image stacks were converted to grayscale and cropped to the photoreceptor inner/outer segment area where the bulk of the photoreceptor cellular machinery is located. EEA1-positive puncta were counted from individual slices using ImageJ.

### *In Situ* hybridization

*In situ* hybridization was performed according to manufacturer’s instructions [Advanced Cell Diagnostic Biosystems (ACD), fluorescence protocol; Newark, CA, USA]. Specific probes were designed by ACD against the 3’ and 5’ untranslated regions of *Rabgef1* transcript.

### Preparation of vesicle fractions from mouse retina

Vesicle fractions enriched for autophagosomes were isolated from retinas of *Rabgef1*-KO and control mice using density gradient centrifugation, as described [56] with modifications suggested by Dr. S. Azadi. Briefly, 20 retinas of P14-P19 mice were homogenized in 500 μl of cold HEPES buffer (50mM each of HEPES, TES, Tricine, 100 mM NaCl, 10mM KCl, 1mM each of KH_2_PO_4_ and Na_2_SO4, 5mM MgCl_2_, 1mM CaCl_2_) pH 7.6 using a motorized pestle. After adding additional 500 μl of cold HEPES buffer, the suspension was passed 10 times through a 20G needle and incubated at 37°C for 3 h with 50 μM Vinblastine. This step blocks the translocation of autophagosomes to lysosomes. The sample was cooled and diluted three times with a hypotonic buffer (10mM HEPES, 1 mM EDTA, pH 7.4) to lyse the cells and centrifuged for 5 min at 1400xg to remove nuclei and cell debris. The supernatant was treated with 0.5 mM of GPN (Glycyl-L-Phenylalanyl 2-naphthylamine) at 37°C for 10 min to disrupt and break the lysosomes. The sample was then centrifuged at 4000xg for 2 min to remove the remaining nuclear debris. The supernatant was loaded on top of a discontinuous Nycodenz gradient (2.9 ml of 22.5% at the bottom/ 6.7 ml of 9.5% in the middle/ 3.1 ml of the supernatant sample on the top) and centrifuged for 1 h at 28,000xg at 4 degrees. Two bands were collected, one at the interface between the sample and 9.5% Nycodez, and the other at the 9.5% and 22.5% interphase. The fractions containing partially purified autophagosomes were analyzed by immunoblotting and subjected to mass spectrometry.

### Liquid chromatography-mass spectrometry analysis

For proteome analysis, immunoprecipitated proteins were reduced, alkylated and trypsin digested as previously described [57]. Desalted tryptic peptides were analyzed on an Orbitrap Lumos Tribrid mass spectrometer coupled with a UltiMate 3000-nLC (Thermo Fisher Scientific). Raw data files were processed with Proteome Discoverer (v2.2, Thermo Fisher Scientific) software, using Mascot v2.5.1 (Matrix Sciences) search node for peptide/protein identification. Target Decoy was used to calculate the false discovery rate (FDR) of peptide spectrum matches, set to a p-value <0.05 [58]. Geneset enrichment analysis with fold change ratio of peptide spectral match counts between KO and WT retina was performed as described in the RNA seq analyses section below.

### RNA-seq analyses

Total retinal RNA was used for preparing libraries for RNA-seq, and the data was analyzed using *Mus musculus* annotations v84 from Ensembl as described [30,59]. Gene abundance were processed with edgeR and limma in R for normalization and differential expression tests between age-matched WT and *Rabgef1*-KO samples. A standard p-value cut off of 0.1 was used to qualify differentially expressed genes. Genelist enrichment was done with the gProfileR (v0.6.7) [60] package, whereas gene set enrichment analysis was performed using fgsea (v1.8.0) [61]. Reference pathway annotations for geneset enrichment analysis were obtained from ConsensusPathDB [62], GSKB (http://ge-lab.org/gskb/) and manually curated genelists for selected pathways, as described [30]. Additionally, R packages (tidyverse, pheatmap, eulerr and ggrepel) were used for analysis and visualization with custom scripts.

## Supporting information

S1 Fig (A) Total protein loading control (left panel) for RabGEF1 immunoblot shown in Fig 1D, and quantification of total RabGEF1 expression (right panel). (B) Quantification of outer nuclear layer (ONL) thickness and inner and outer segment (IS-OS) length from hematoxylin and eosin stained sections.
(TIF) Click here for additional data file.

S2 Fig Immunohistochemistry of control (Ctrl) and *Rabgef1*^*-/-*^ (KO) littermate retinas at P10, P12 and P21 using cell type-specific antibody markers. Rho (Rhodopsin, a marker of rods), Cone Arr (Cone arrestin, a marker of cones), PKC-α (a marker of ON-bipolar cells), Calbindin (a marker of Horizontal, Amacrine, and some Ganglion cells), GFAP (glial fibrillary acidic protein, marker of Müller glia stress), and Ribeye (a marker of photoreceptor ribbon synapses). Retinal sections were counterstained with DAPI to visualize nuclei. OS, outer segment; IS, inner segment; ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer. Scale bar = 20 μm.
(TIF) Click here for additional data file.

S3 Fig Raw electroretinogram (ERG) traces from Rabgef1-KO and control animals. Representative traces are shown at increasing light intensities for pairs of control and Rabgef1-KO animals. Reduced function is indicated by smaller a-wave (first negative peak) and b-wave (positive peak). The a- and b-wave peaks are labelled in the top left trace for reference.
(TIF) Click here for additional data file.

S4 Fig Additional replicate transmission electron micrographs of *Rabgef1*^*-/-*^ photoreceptors from P10 to P22 showing accumulation of amorphous proteolytic aggregates as development proceeds. Scale bar = 2 μm.
(TIF) Click here for additional data file.

S5 Fig Characterization of the Rabgef1^-/-^ retina. (A) Expression of Rab5 protein in Control (Con) and Rabgef1-KO (KO) animals at P14. (B) Representative EEA1 immunohistochemistry images used for quantification shown in Fig 5C and 5D. (C) Immunohistochemistry of anti-LC3A/B on Rhodopsin T17M mutant 6-week-old littermates. There is no visible accumulation of autophagosomes marked by LC3A/B. Retinal sections were counterstained with DAPI. ONL, outer nuclear layer; INL, inner nuclear layer. Scale bar = 20 μm. (D) TEM-acquired images of *Rd1* and *Rds* mouse models of retinal degeneration.
(TIF) Click here for additional data file.

S6 Fig Altered vesicular cargo composition in enriched fractions of *Rabgef1-KO* retina. (A) Summary of proteins identified from mass spectrometric analysis of vesicle enriched sub-cellular fractions from control and *Rabgef1*^*-/-*^ retina. The Venn diagram also shows how many of the detected proteins are annotated in endocytosis or autophagy pathways. (B) Cargo proteins enriched in control samples, ranked by decreasing order of enrichment (logFC Control/*Rabgef1*^*-/-*^). Proteins of Autophagy, Endocytosis, Mitocarta [64], Synapse and Phototransduction are highlighted in specific colors as described in the legend, or colored black if annotated in multiple categories. Proteins not belonging to the aforementioned groups are colored grey. (C) Enrichment plots for significant under enrichment of Phototransduction and Mitochondrial outer membrane gene sets as observed in gene set enrichment analyses of vesicular cargo from control and *Rabgef1*^*-/-*^ retinas.
(TIF) Click here for additional data file.

S7 Fig Dysregulation of oxidative stress response genes in the *Rabgef1-KO* retina. Volcano plots summarize significant differential expression of genes associated with the oxidative stress response pathway at P6, P10, and P14. Each point represents a gene where labelled or colored red and blue denote significant over-expression and under-expression in Rabgef1-KO vs WT comparisons, respectively.
(TIF) Click here for additional data file.

S8 Fig Transcriptional status of autophagy associated genes at different timepoints preceding *Rabgef1*^*-/-*^ related degeneration. Genes participating in distinct stages of autophagy, namely: Turning on the pathway, Initiation of autophagosome biogenesis, Building the autophagosome, and Fusing autophagosome with lysosome, were obtained from [65], and investigated for their activity in the *Rabgef1-KO* retina. Volcano plots are arranged in a grid of time versus stage of autophagy, and a point in the volcano plots represents a single gene where colors red and blue denote significant over-expression and under-expression in *Rabgef1*-KO vs WT comparisons, respectively.
(TIF) Click here for additional data file.

S1 Table RNA-expression of Rab family genes in mammalian retina (E11-P28) and isolated flow-sorted photoreceptors (P2-P8). Gene-level quantification in counts per million (CPM; average of biological replicates) of Rabs and associated GEFs, GAPs and co-factors in the mouse retina, and flow sorted photoreceptors (FSPR)—rod and S-cone-like. Rabgef1 is highlighted and in bold to indicate its characteristic gene expression pattern during photoreceptor development. Data was extracted from Kim et al. 2016.
(XLSX) Click here for additional data file.

S2 Table Mass spectrometry based proteomic characterization of endosomal vesicular fractions from control and *Rabgef1*^*-/-*^ retina (n = 20 pooled P14-P19 retinas per genotype). All identified protein species are listed with peptide spectral match (PSM) counts from control and *Rabgef1*^*-/-*^ samples. Fold change is calculated by dividing PSM counts from *Rabgef1*^*-/-*^ samples to controls.
(XLSX) Click here for additional data file.

S3 Table Resource table listing all antibodies used within the study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

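RNA-seq libraries of whole retina from mice labelled WT or Rabgef1 KO at P6, P10 and P14 were compared. Each library was one sample, and its age and genotype were taken from its label. There were 17 libraries, 3 in each group and 2 in the P14 group labelled KO. The labels name WT libraries, and whether each came from a wildtype or a heterozygous control is not given. The authors deposited estimated counts per gene (32177 genes) and per transcript (96626 transcripts) without normalization, made with Ensembl release 84, a table of signal in CPM scaled by one factor per library, and a table of log2 fold changes with unadjusted p-values of KO against WT at each age, which the authors made with edgeR and limma. The paper's text does not name the tool that estimated the counts. The scaled table and the table of comparisons were used only beside the values computed here from the gene counts.

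Choices of groups, tests, thresholds, gene lists, most alternatives and the rule for naming genes were made before the data were examined. The exceptions were chosen after seeing the data. They include a covariate of the summed expression of 4 Y-linked genes, the effect averaged over the ages and the alternatives of the marker lists. They also include 5 added lists. These were the mitochondrial OXPHOS genes, the nuclear OXPHOS genes, and rod markers outside the phototransduction list. The others were lysosomal genes without microglial markers and fibroblast markers outside the extracellular matrix list. Tests on transcripts, lens genes, GC content and transcript length, sexes, blood and photoreceptor share were also chosen after the results were seen. So were the tests of developmental stage, of genes changed at all ages, of splits of lists and of adjusted counts. The random draws of labels for differences between ages were too. Genes named were Rabgef1, the 58 labels of Fig 7C to Fig 7E, the genes whose proteins the paper measures, and, had there been any, the 5 largest changes at each age with an adjusted p-value under 0.05 and no overlap between groups, and the list genes with an adjusted p-value under 0.05. Any other gene is named with a statement that it was chosen after its values were seen.

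Counts were rounded, which changed a value by at most 0.5. In the table 8624 genes had no counts in any library, and 16372 passed filterByExpr by group and were tested. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Normalized expression is in CPM (counts divided by the scaled library size) after TMM scaling, and log2 values for lists used a prior count of 2. The model had 1 mean for each of 6 groups. Two-sided quasi-likelihood tests compared KO with WT at each age, averaged the effects over 3 ages, and compared the effects between ages. BH adjustment ran over all genes tested. With 2 or 3 libraries per group, the spread between libraries limits what can be detected more than the depth of 15488401 to 25637274 counts per library does.

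Gene lists of 10 pathways and 16 cell types were written by hand, since those of the paper were not in hand, and 1055 of 1058 entries matched a gene in the table. Each list was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, with BH adjustment over its family and the 3 ages. The mean log2 difference of each list was also tested by exact permutation of labels within ages (4000 assignments). A list gene at or under 3 counts in all libraries of a group was also set to that bound for the median. Transcripts of Rabgef1 with a mean of at least 0.5 CPM were tested by the same permutation on log2 CPM with a pseudocount of 0.1, with BH adjustment over those tested. Of the transcripts 98.5% were matched to a gene, holding 99.4% of the transcript counts.

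The alternatives were DESeq2 size factors, DESeq2, limma-voom, a robust quasi-likelihood fit, no filter (at least 1 count in at least 2 libraries), at least 10 counts in every library, each age fitted alone, 1 surrogate variable (svaseq), transcript counts summed per gene, a replicate block at P10, an adjusted p-value under 0.1, the Y-linked covariate, and each library left out in turn, with no count of genes and no test where 1 P14 library labelled KO remained. Other splits of the libraries of an age, 10 at P6 and 10 at P10, and 100 random draws of labels within ages were refitted in the same way. The draws for genes changed at all 3 ages were first 50 and then 100.

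The tests were tried on simulated counts with 200 changed genes. These were drawn from genes with higher counts, and all genes were simulated independently of each other. DESeq2 called 22 to 36 unchanged genes at an adjusted p-value under 0.05 where edgeR called 6 to 14. Results for proteins, imaging and function in the paper were not analysed here.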

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

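The random draws of labels for differences between ages were chosen only after the results were seen. So were all tests on transcripts, lens, GC content, sexes, blood and photoreceptor share. The test on microglial markers beside lysosomal genes was chosen earlier, but the list of lysosomal genes without those markers was added after the data were seen.

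The KO effect on 5 pathway lists differed between ages. The difference in log2 fold change between ages was taken gene by gene, and its median over each list is given. Between P6 and P10 this median was 0.52 for cell cycle genes (adjusted p = 1.02e-16), −0.080 for chromatin modification (adjusted p = 0.00101) and −0.085 for OXPHOS (adjusted p = 0.0381, camera with BH adjustment). It was 0.22 for cholesterol biosynthesis (adjusted p = 9.43e-07) and 0.26 for extracellular matrix (adjusted p = 0.00177, camera with BH adjustment). Between P6 and P14 it was 0.42 for cell cycle (adjusted p = 1.43e-17), −0.086 for chromatin modification (adjusted p = 0.000889) and 0.16 for cholesterol biosynthesis (adjusted p = 0.000416), and between P10 and P14 it was −0.20 for extracellular matrix (adjusted p = 0.0272, camera with BH adjustment). None held under camera with an estimated correlation, where the smallest adjusted p-value was 0.579, or under fry, where it was 0.375 (BH adjustment). Of 100 random draws of the labels within ages, the real labels included, 20 gave a camera p-value as small for cell cycle between P6 and P10 and 9 between P6 and P14, 21 and 30 for chromatin modification, 64 for OXPHOS, and 44 and 61 for extracellular matrix, so random labels may give differences of this size for these 4 lists. For cholesterol biosynthesis 3 draws did between P6 and P10 and 2 between P6 and P14, which argues against random labels for that list, although draws over 9 differences were counted. At single ages, 3 of the 10 splits of the P6 libraries gave a camera p-value as small as the real one for cell cycle and 3 for chromatin modification, and 1 of 10 at P10 did for cholesterol biosynthesis and 7 for extracellular matrix. The size of the cell cycle change at P6 rests on P6 KO replicate 1 (median −0.51, and −0.19 without it). Its sign held with each P6 library left out (largest adjusted p = 1.26e-06, camera at the preset correlation with BH adjustment). Extracellular matrix at P10 rests on P10 KO replicate 1, without which the sign turned (0.23, and −0.086 without it). A difference in age or dissection between single libraries and an effect of genotype that changes with age both stay open for these lists. At P6 and P10 Rabgef1 mRNA was not lower in the libraries labelled KO beyond their spread, which does not measure the protein that the paper reports as lost.

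Microglial markers, which the paper does not discuss, were higher in libraries labelled KO. Outside the lysosome list, 22 genes had a median log2 fold change of 0.36 at P6 (adjusted p = 2.58e-06), with 3 of 3 KO libraries above all WT libraries, 0.24 at P10 (adjusted p = 4.33e-06), with 2 of 3, and 0.62 at P14 (adjusted p = 2.34e-28, camera with BH adjustment over 16 lists and 3 ages), with 2 of 2. Of the cell type lists, those of microglia at P14 were the ones that held under an estimated correlation (adjusted p = 0.0381), and under fry the adjusted p-value was 0.157 (BH adjustment). The median lay between 0.47 and 0.63 at P14, 0.22 and 0.48 at P6, and 0.10 (without P10 WT replicate 1) and 0.42 (without P10 WT replicate 2) at P10 with each library left out in turn. An exact permutation of labels within ages gave p = 0.00175 for a mean log2 difference of 0.41 (adjusted p = 0.022 over 16 lists). The most abundant of these genes at P14 were Csf1r, at 22.1 CPM in WT and 32.5 CPM in KO libraries, Mpeg1, at 16.7 and 25.4 CPM, and Cx3cr1, at 11.1 and 16.3 CPM, named after their values were seen. None of the 22 is in another list apart from that of all microglial markers, and all passed the filter in these libraries, as resident microglia would make them. When adjusted over the list alone, 5 genes outside the lysosome list passed at P14 (Aif1, Csf1r, Itgam, C1qc and C1qb, named after their values were seen), against 0 over all genes tested, with 12 at an unadjusted p-value under 0.05. Of the splits of the libraries of an age, 1 of 10 at P6 and 2 of 10 at P10 gave a camera p-value as small. Some technical explanations run against the values. A lower share of photoreceptors would raise all other cell types alike, but the largest median among amacrine, bipolar and ganglion cell markers at P14 was 0.043, with 0.20 for Müller glia. At P6 it also runs against the values, since amacrine markers had a median of 0.034 and ganglion cell markers −0.051, and the microglial mean of each library less its amacrine or its ganglion mean was higher in KO by 0.36 and 0.39, with 3 of 3 KO libraries above all WT libraries for both. Bipolar markers did rise at P6, with a median of 0.32 but 1 of 3 KO libraries above all WT libraries, and Müller glia had 0.19. The explanation stays open at P10, where the medians were 0.075 for amacrine, −0.029 for ganglion, 0.13 for bipolar and 0.25 for Müller glia markers. There the same differences were 0.15 for amacrine, with 2 of 3 KO libraries above all WT libraries, and 0.29 for ganglion, with 3 of 3. After the trends with GC content and transcript length were removed the microglial median at P14 was 0.65, and with Y-linked expression as a covariate it was 0.62. The median of 5 blood markers was −1.83 at P14, but 1 of 2 libraries labelled KO was below all WT libraries and the exact permutation p-value was 0.8, so blood carried over in dissection stays open. A mixture of cells that differed between libraries for other reasons was not tested and stays open, beside a biological change in microglia.

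The higher lysosomal genes at P14 (median 0.029) may reflect more microglia, or more active microglia, in the whole retina, because the microglial markers outside that list had a median of 0.62. The 109 lysosomal genes left without 4 microglial markers had a median of 0.024 (adjusted p = 0.0568, camera with BH adjustment), against 0.029 with them. Too few genes were removed, and many of the others are expressed in microglia as in other cells, so a change in all cells and a change in microglia cannot be told apart for this list. The median without markers was −0.017 without P14 WT replicate 1 and 0.080 without P14 WT replicate 4 (adjusted p = 0.00172, camera with BH adjustment), and over the alternatives the adjusted p-value ranged up to 0.816.

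Lens genes, also outside those the paper discusses, had a median log2 fold change of −3.58 at P14 in 19 genes, or −3.35 with the 3 genes at or under 3 counts in a group set to that bound. Of the lens marker counts of the 5 P14 libraries, 86.9% were in P14 WT replicate 1, with 21615 counts, and the mean log2 difference of the list was −2.15, or −0.96 without that library. At P10 the median was 1.57, and P10 KO replicate 1 held 24264 lens counts and P10 WT replicate 2 held 3853. The most abundant gene was Cryaa, named after its value was seen, at 103 CPM in WT and 10.7 CPM in KO libraries at P14, and at 23.9 and 237 CPM at P10. Lens tissue carried over in single libraries is a candidate explanation, and no biological explanation was tested.

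Of 5 Rabgef1 transcripts tested, 4 differed between the labelled genotypes over the 3 ages. A retained-intron transcript on chromosome 5 from 130211381 to 130212975 and another from 130207053 to 130210991 were higher in KO, with a mean log2 difference of 0.65 (exact permutation p = 0.00025, the smallest that 4000 assignments can give, adjusted p = 0.00125) and 0.70 (exact permutation p = 0.0005, adjusted p = 0.00125). At all 3 ages every library labelled KO was above every WT library for the first, and at 2 ages for the second. Protein-coding transcripts from 130187161 to 130214337 and from 130171824 to 130210442 were lower, with −1.18 (exact permutation p = 0.00725, adjusted p = 0.0121) and −0.63 (exact permutation p = 0.0238, adjusted p = 0.0297), with all KO libraries below all WT libraries at 1 age for each. The fifth, a protein-coding transcript from 130171798 to 130214342, had 0.41 (exact permutation p = 0.0623). Labels assigned at random would rarely leave such a separation, so the exact permutation p of 0.00025 argues against them. A full exchange of the KO and WT labels would leave the same separation. Exchanged labels of single libraries are not excluded either, since at P10 the first transcript was at 4.03 CPM in KO replicate 1 and 3.87 CPM in WT replicate 1. How the counts of a gene were divided among its overlapping transcripts depends on the authors' estimation, which was not tested, and the mean expression of the retained-intron transcripts was 6.34 and 4.14 CPM. A targeted allele that changes splicing or leaves part of the transcript stays open.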

How the results depend on the processing

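The covariate of Y-linked expression and the alternatives of the averaged effect and of the marker lists were chosen after the data were seen, and all other settings earlier. No scaling moved the median log2 fold change of all genes by more than 0.1.

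The count of genes at P6 with an adjusted p-value under 0.05 was 0 in the main analysis. It was 51 with DESeq2, 7 with each age fitted alone, and 2 (Lmo2 and Cpt1a) with the robust fit, without the filter, with at least 10 counts in every library, and at a threshold of 0.1. At P10 it was 9 with DESeq2 and 1 (Gja3) with Y-linked expression as a covariate, against 0. At P14 it was 0 with each of the settings that kept all libraries, with 365 genes at an unadjusted p-value under 0.05 with DESeq2. For the averaged effect DESeq2 gave 60 against 0, and for the difference in KO effect it gave 7 between P6 and P10 and 3 (Gm11868, Mpc1-ps and Gm5900) between P6 and P14. Of the 51 genes called by DESeq2 at P6, 50 had an unadjusted p-value under 0.1 in edgeR. DESeq2 called more unchanged genes than edgeR in simulated counts. The cause of the other changes was not tested, except that a higher threshold passes more genes. Genes named here were chosen after their values were seen.

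With an adjusted p-value under 0.1 in place of the unadjusted threshold, the DE genes numbered 2 at P6, 0 at P10, 0 at P14 and 2 at any age, by the construction of that threshold. The any-age count of 3480 was 3487 with DESeq2 size factors, 3230 with DESeq2, 3480 with limma-voom, 3355 with the robust fit, 4577 without the filter, 2830 with at least 10 counts, 3228 with each age fitted alone, 3542 with 1 surrogate variable, 3481 with transcript counts and 3247 with the Y-linked covariate, and between 3040 (without P6 KO replicate 1) and 4578 (without P14 WT replicate 4) in the 15 fits with a library left out. Of the 1972 genes with an unadjusted p-value under 0.1 at P6 with DESeq2, 1876 were shared with edgeR, and of 2014 with limma-voom 1800 were.

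The sign of a median turned with all libraries kept for oxidative stress at P14 (−0.0043 with DESeq2 size factors, −0.0044 with DESeq2), early endosome at P14 (0.0039 with limma-voom, 0.0068 with each age fitted alone, 0.0041 with 1 surrogate variable, 0.0039 with the Y-linked covariate), OXPHOS at P6 (−0.015 with 1 surrogate variable) and autophagy at P10 (−0.0090 with the Y-linked covariate). The cause was not tested.

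With an estimated correlation and with fry, none of the 11 calls of pathway lists by camera stayed past the threshold, with their medians unchanged by construction. For phototransduction at P6 (−0.10) the adjusted p-values were 0.673 and 0.767, for cell cycle at P6 (−0.51) 0.518 and 0.599, for chromatin modification at P6 (0.089) 0.673 and 0.647, for phototransduction at P10 (−0.26) 0.518 and 0.647, for OXPHOS at P10 (−0.061) 0.673 and 0.837, for cholesterol biosynthesis at P10 (0.14) 0.414 and 0.424, for extracellular matrix at P10 (0.23) 0.673 and 0.848, for phototransduction at P14 (−0.15) 0.673 and 0.767, and for lysosome at P6 (0.052) and P14 (0.029) and cholesterol biosynthesis at P14 (0.067) 0.673 and 0.647, each with BH adjustment. These tests allow for correlation between the genes of a list.

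Counts of genes were made with each library left out in turn, except the 2 P14 libraries labelled KO, since 1 would remain. The adjusted count at P6 ranged from 0 to 8 (8 without KO replicate 5), at P10 from 0 to 1 (Guca1b without KO replicate 2), at P14 from 0 to 2 (Nr4a1 and Pgam1-ps2 without WT replicate 4), for the averaged effect from 0 to 1 (Guca1b without P10 KO replicate 2, Flot2 without P14 WT replicate 4) and for the difference between P6 and P10 from 0 to 1 (Zfp781 without P6 KO replicate 3, Capn11 without P6 KO replicate 5), with names chosen after the values were seen. The unadjusted count ranged from 1519 to 2582 at P6, 984 to 1193 at P10 and 610 (without WT replicate 1) to 1984 (without WT replicate 4) at P14. With each of all libraries left out, medians ranged from −0.20 to 0.039 (without KO replicate 3) for phototransduction at P6 and from −0.32 to −0.15 at P10, −0.031 (without WT replicate 6) to 0.048 for OXPHOS at P6 and −0.15 to 0.015 (without KO replicate 2) at P10, −0.89 to −0.19 for cell cycle at P6, 0.045 to 0.12 for chromatin modification at P6, 0.096 to 0.22 for cholesterol biosynthesis at P10, −0.086 (without KO replicate 1) to 0.33 for extracellular matrix at P10, −0.00094 (without KO replicate 1) to 0.046 for oxidative stress at P6, 0.0020 to 0.039 at P10 and −0.039 (without WT replicate 1) to 0.078 at P14, 0.025 to 0.042 for autophagy at P6, −0.016 (without WT replicate 1) to 0.0076 at P10 and −0.021 (without KO replicate 1) to 0.046 at P14, −0.012 (without WT replicate 1) to 0.093 for lysosome at P14, and −0.028 to 0.032 (without WT replicate 1) for early endosome at P14. Müller glia ranged from 0.076 (without KO replicate 1) to 0.29 at P6, 0.069 (without KO replicate 2) to 0.36 at P10 and 0.14 to 0.30 at P14, rod markers outside phototransduction from −0.21 to −0.0033 (without KO replicate 3) at P6 and −0.31 to −0.16 at P10, mitochondrially encoded OXPHOS from −0.39 to −0.21 at P6 and −0.24 to 0.079 (without KO replicate 2) at P10, and lysosomal genes without microglial markers from −0.017 to 0.080 at P14. Rabgef1 at P10 ranged from −0.22 to 0.070 (without WT replicate 1). Leaving out a library changes the samples themselves.

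The remaining results are given as counts. With all libraries kept, 15 counts moved by more than 1.5 times, 8 pathway medians turned, 16 calls of pathway lists were lost and 174 were as before, 9 named-gene results passed a threshold they had not passed and 660 were as before, and among the marker lists 14 calls were lost, 1 was gained and 121 were as before. With a library left out, 9 counts moved and 81 did not, 19 pathway medians turned, 4 of them without a P14 library labelled KO, where no test was made, 4 calls were lost, 1 was gained and 68 were as before, and 1 named-gene result turned, 4 passed and 362 were as before. For the marker lists, 2 turned, 2 lost and 2 gained a call, and 57 were as before.

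The P10 libraries carry the numbers 1 to 3 in both genotypes. Libraries with the same number were not more alike (correlations of −0.285, −0.248 and 0.026 across genes, after the group means were removed), so the numbers were not used as pairs. With the number as a block, 845 genes at P10 had an unadjusted p-value under 0.1, of which 568 were shared with the main analysis, 343 had one under 0.05 and 0 had an adjusted p-value under 0.05.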

Differences from the paper's values

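No test in this part was chosen after a result was seen, apart from the Y-linked covariate, which was chosen after seeing the data. No value that the paper states differed here by more than 1.5 times, or, for a log2 fold change, by more than its standard error.

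The paper's total of DE genes is 2469. Here 3480 of 16372 genes passed the same unadjusted threshold at 1 age or more, and the authors' table, which lists 12228 genes after repeated entries are removed, holds 2464 such genes by a count made here from the paper's p-values (2705 with repeats). None of the alternatives set before the data were examined gave 2469, and the nearest was 2830 with at least 10 counts in every library.

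Where single values are shown in a figure, those here lay within the error. The log2 fold change of Gnat1 at P6 is about −0.98 in Fig 7C against −0.85 here. For Rgs9bp it is about −0.71 in Fig 7C against −0.68, and for mt-Nd4l about −0.44 against −0.45. In Fig 7D, Guca1b is at about −1.6 against −1.53 here, Cox17 at about −0.36 against −0.35, and Atp5g2 at about 0.53 against 0.55. In Fig 7E, Ctss is at about 0.75 against 0.73, Rabgef1 at about −0.52 against −0.53, and Trim3 at about 0.51 against 0.48. All paper values in these sentences were read by eye.

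The paper states that early endosomal genes have higher expression at P14 and points to Fig 7E. Of the 11 early endosomal genes labelled there, 8 are marked higher and 3 lower, and all 11 changed here in that direction. The list of 89 genes written by hand is a different and larger set. Here the median of 89 genes was −0.0012, and it was above 0 with limma-voom (0.0039), with each age fitted alone (0.0068), with 1 surrogate variable (0.0041) and with the Y-linked covariate (0.0039). The mean log2 difference of this list from WT was 0.028 in KO libraries, with 1 of 2 above all WT libraries. For lysosomal genes, also stated as higher at P14, the median was 0.029. The paper calls its DE genes significant, and here 0 genes had an adjusted p-value under 0.05 at any age in the main analysis (edgeR with BH adjustment), with 1157, 484 and 354 at an unadjusted p-value under 0.05.

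Of 58 genes labelled in Fig 7C to Fig 7E, 47 had an unadjusted p-value under 0.1 here. Among those that did not, Slc11a2 is labelled in both panels of Fig 7E, and the unadjusted p-values in edgeR ranged from 0.101 to 0.134. At P6, Cngb3 passed with limma-voom, with the robust fit, and without P6 KO replicate 3 or 5. At P10, Pde6a passed with limma-voom, with the Y-linked covariate and without KO replicate 2, Grk1 with DESeq2, limma-voom, the robust fit, no filter, at least 10 counts, each age fitted alone, and without WT replicate 2 or KO replicate 2, Opn1sw with limma-voom, 1 surrogate variable and without WT replicate 1, and Cox7c with DESeq2, limma-voom, 1 surrogate variable, and without WT replicate 3, KO replicate 1 or KO replicate 3. At P14, Slc11a2 passed with limma-voom, Ap4m1 without WT replicate 3, and Apoe with limma-voom, 1 surrogate variable, the Y-linked covariate and without WT replicate 4. Over all labelled genes 56 passed with limma-voom, 50 with 1 surrogate variable, 49 without the filter, 48 with at least 10 counts, 47 with DESeq2, with its size factors or with transcript counts, 45 with the robust fit, 44 with the Y-linked covariate and 39 with each age fitted alone, and 11 of the 17 P10 genes with the replicate block.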

Other observations

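The tests of genes changed at all 3 ages, of developmental stage and of sexes were chosen only after the results were seen. So were those of GC content and transcript length, of splits of lists and of adjusted counts. Rod markers outside phototransduction, fibroblast markers outside extracellular matrix and the OXPHOS subsets are lists added after the data were seen. Tests of calls at the unadjusted threshold, of genes near Rabgef1 and of the whole fibroblast and rod lists were chosen earlier.

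Other splits of the libraries gave as many genes in several cases. Of 10 splits of the P6 libraries into 3 and 3, 2 gave as many genes with an unadjusted p-value under 0.1 as the labels did (2122), and at P10 7 of 10 did (1077). For an adjusted p-value under 0.05, where the labels gave 0, all 10 splits at each age gave as many, which a count of 0 makes certain and which therefore decides nothing, with 1157 and 484 genes at an unadjusted p-value under 0.05. Of 100 draws of the labels within ages, 66 gave as many genes at 1 age or more (3480), and 25 as many for the averaged effect at an unadjusted p-value under 0.1 (1962). For the averaged effect at the adjusted threshold all 100 draws did, which is again certain with a count of 0 (1077 at an unadjusted p-value under 0.05). For differences in the KO effect between ages, 67 draws gave as many genes at an unadjusted p-value under 0.05 between P6 and P10, 89 between P6 and P14 and 93 between P10 and P14. Random labels may thus give the counts at unadjusted thresholds over several ages. For the gene lists at P6, the number of splits out of 10 with a camera p-value as small was 8 for phototransduction, 6 for OXPHOS, 4 for oxidative stress, 1 for autophagy, 1 for mitochondrially encoded OXPHOS and 2 for Müller glia. At P10 it was 1 for phototransduction, 7 for OXPHOS, 5 for oxidative stress, 10 for autophagy, 1 for rod markers outside phototransduction and 2 for Müller glia. With 10 splits no share can be under 0.1, so chance and genotype cannot be told apart by splits at 1 age.

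Genes that changed in 1 direction at all 3 ages numbered 31, and 3 of 100 draws gave as many, the real labels included. All 3 were among the first 50 draws, and the number of draws was raised afterwards. The median over draws was 4 genes and the largest 90. Among the 31, named after their values were seen, S100a8 had log2 fold changes of 2.25 at P6, 3.26 at P10 and 2.36 at P14, Hepacam 1.20, 1.19 and 0.93, Rgs9bp −0.68, −0.39 and −0.46, and Ctss 0.48, 0.44 and 0.73. The share was 3 of 50 before draws were added and 3 of 100 after, so random labels are not excluded as the source of that number. It may also reflect genotype or another difference between the labelled groups. Sequence of the donor strain around the targeted gene cannot be the whole cause, since 27 of the 31 have a known position outside 20 Mb of Rabgef1, and 1, ENSMUSG00000100259, has no known position. The other 3 are Tmem119, A430033K04Rik and Znhit1, 0.628% of the 478 genes in that window against 0.171% of genes placed elsewhere (Fisher's exact test, p = 0.0566). Within the window, 14.4% of genes had an unadjusted p-value under 0.1 at P6 against 12.9% elsewhere (Fisher's exact test, p = 0.332), 7.53% against 6.53% at P10 (p = 0.398) and 7.32% against 4.40% at P14 (p = 0.00469, Fisher's exact test). Whether the share at P14 reflects sequence of the donor strain or effects on neighbouring genes cannot be told apart, because strain sequence was not measured in these libraries.

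Phototransduction genes were lower at P10 (median −0.26). A lower share or a delayed maturation of rods may contribute, because 8 of 8 rod markers outside that list were lower at P10, with a median of −0.24 (adjusted p = 1.62e-06, camera with BH adjustment over 5 lists and 3 ages) and 3 of 3 libraries labelled KO below all WT libraries. It did not hold under an estimated correlation (adjusted p = 0.245) or fry (adjusted p = 0.480, BH adjustment). At P6 the median of these markers was −0.13 with 6 of 8 lower, and −0.0033 without P6 KO replicate 3, so a change in all rods and a change in phototransduction genes cannot be told apart at that age. Removing the trends with GC content and transcript length left −0.29 for phototransduction at P10 and −0.23 for mitochondrially encoded OXPHOS genes at P6, and the Y-linked covariate left −0.27 for phototransduction, which argues against these as whole causes. For the whole retina, the Spearman correlation across genes between the KO effect at P10 and the WT change from P6 to P14 was 0.030 (exact permutation p = 0.9, other splits up to 0.401), and between the effect at P6 and the WT change from P10 to P14 it was −0.065 (exact permutation p = 0.8, other splits up to 0.238). At P14, with the WT change from P6 to P10, it was 0.0095 (exact permutation p = 1). Genes are not independent replicates, and with so few splits an earlier or later stage cannot be told apart from chance. Extracellular matrix genes were higher at P10, and fibroblast markers had a median of 0.18 and vascular markers of −0.13 there, but 7 of the fibroblast markers are in the extracellular matrix list and the 4 tested outside it had 0.12, so tissue carried over and a change in the retina cannot be told apart.

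Mitochondrially encoded OXPHOS genes were lower for 13 of 13 genes at P6, with a median of −0.30 (adjusted p = 1.32e-06, camera with BH adjustment) and 3 of 3 libraries labelled KO below all WT libraries, but the adjusted p-value was 0.802 with an estimated correlation and 0.655 with fry (BH adjustment). An exact permutation over the ages gave p = 0.096. The median was −0.058 at P10 and −0.12 at P14, and that of the nuclear-encoded genes was 0.024, −0.063 and −0.035. The other added lists had medians of −0.10 at P14 for rod markers outside phototransduction, 0.046 at P6 and 0.022 at P10 for lysosomal genes without microglial markers, and 0.065 at P6 and −0.18 at P14 for fibroblast markers outside the extracellular matrix list.

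Medians of the pathway lists at ages the paper makes no statement about were −0.047 for OXPHOS at P14, 0.052 at P6 (adjusted p = 0.0407, camera with BH adjustment, 2 of 3 KO libraries above all WT libraries) and 0.024 at P10 for lysosome, −0.0076 and 0.0045 for early endosome, 0.028 at P10 and −0.0066 at P14 for cell cycle, −0.00037 and −0.011 for chromatin modification, −0.081 at P6 and 0.067 at P14 (adjusted p = 0.00353, camera with BH adjustment, 1 of 2 KO libraries above all WT libraries) for cholesterol biosynthesis, and −0.083 at P6 and −0.083 at P14 for extracellular matrix, where Col16a1 was the 1 gene that passed at P6 when adjusted over the list alone, named after its value was seen. Neither of these calls held under an estimated correlation or fry.

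Medians of cell type lists at P6, P10 and P14 were 0.36, 0.22 and 0.61 for all microglial markers, 0.19, 0.25 and 0.20 for Müller glia, 0.083, 0.21 and 0.17 for astrocytes and gliosis, −0.31, −0.057 and −0.46 for retinal pigment epithelium, −0.25, 0.18 and −0.59 for fibroblasts and sclera, −0.028, −0.13 and −0.012 for vascular cells, and −0.074, 0.028 and −1.83 for blood. For rods they were −0.13, −0.31 and −0.11, for cones −0.21, 0.0052 and −0.13, for bipolar cells 0.32, 0.13 and −0.016, for amacrine cells 0.034, 0.075 and 0.043, for ganglion cells −0.051, −0.029 and 0.028, and for progenitors −0.24, 0.089 and 0.016. Lens genes at P6 had 0.098, or 0 with 6 genes at or under 3 counts set to that bound. Over the ages, the exact permutation p-value was 0.00275 for all microglial markers (mean log2 difference 0.40, adjusted p = 0.022), 0.017 for Müller glia (0.20, adjusted p = 0.068) and 0.0155 for rods (−0.23, adjusted p = 0.068), with BH adjustment over 16 lists.

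Of a list of Y-linked genes and Xist, the 4 genes tested were all Y-linked, so Xist is not part of its values. Their median log2 fold change was 1.12 at P6, 6.38 at P10 and −0.096 at P14. Y-linked genes were expressed in P6 WT replicate 2 and KO replicates 1 and 3, in P10 KO replicates 2 and 3 but no P10 WT library, and in P14 WT replicates 3 and 4 and KO replicate 2, so sex differed between the labelled genotypes at P10.

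In WT libraries the phototransduction list rose from P6 to P14 by a median log2 fold change of 1.14, with 25 of 32 genes higher and 2 lower at an adjusted p-value under 0.05 (edgeR with BH adjustment), by 0.69 from P6 to P10 and by 0.47 from P10 to P14. Over the same ages the OXPHOS list had medians of −0.68 from P6 to P14, with 4 of 95 genes higher (Cox17 among them) and 81 lower at that threshold, −0.19 from P6 to P10 and −0.46 from P10 to P14. From P6 to P14 it was −0.90 for the mitochondrially encoded and −0.61 for the nuclear-encoded genes.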
